# Disruption of TFIIH activities generates a stress gene expression response and reveals possible new targets against cancer

**DOI:** 10.1098/rsob.200050

**Published:** 2020-06-17

**Authors:** Maritere Uriostegui-Arcos, Rodrigo Aguayo-Ortiz, María del Pilar Valencia-Morales, Erika Melchy-Pérez, Yvonne Rosenstein, Laura Dominguez, Mario Zurita

**Keywords:** TFIIH, cancer, transcription, gene expression, RNA polymerase II

## Abstract

Disruption of the enzymatic activities of the transcription factor TFIIH by the small molecules Triptolide (TPL) or THZ1 could be used against cancer. Here, we used the MCF10A-ErSrc oncogenesis model to compare the effect of TFIIH inhibitors between transformed cells and their progenitors. We report that tumour cells exhibited highly increased sensitivity to TPL or THZ1 and that the combination of both had a synergic effect. TPL affects the interaction between XPB and p52, causing a reduction in the levels of XPB, p52 and p8, but not other TFIIH subunits. RNA-Seq and RNAPII-ChIP-Seq experiments showed that although the levels of many transcripts were reduced, the levels of a significant number were increased after TPL treatment, with maintained or increased RNAPII promoter occupancy. A significant number of these genes encode for factors that have been related to tumour growth and metastasis, suggesting that transformed cells might rapidly develop resistance to TPL/THZ inhibitors. Some of these genes were also overexpressed in response to THZ1, of which depletion enhances the toxicity of TPL, and are possible new targets against cancer.

## 1. Introduction

Cancer cells are known to be addicted to high levels of transcription as the enhanced expression of a plethora of molecules is required for the generation and the maintenance of a transformed phenotype [1,2]. This information suggests that the different factors that participate in general transcriptional activation by RNA polymerase II (RNAPII) could be targets for treating cancer. Since RNAPII is not able to recognize the promoter and initiate transcription in a regulated way by itself, it requires the assembly of what is known as the pre-initiation complex (PIC) at promoters. Generally, the PIC includes the TFIID complex, RNAPII, TFIIB, TFIIA, TFIIF, TFIIE and TFIIH [3]. In metazoans, during transcriptional activation, RNAPII synthesizes a transcript with a length of 20–120 nucleotides and then it pauses [4,5]. The release of paused RNAPII is conducted by the positive-elongation factor p-TEFb [6,7].

A component of the PIC and an interesting target to affect transcription—and therefore cancer—is TFIIH [8,9]. TFIIH is a complex of 10 subunits composed of the CAK subcomplex containing CDK7, CYCH and MAT1, which also participates in cell cycle control, and the core subcomplex that is part of the mechanism of nucleotide excision repair (NER) [10]. The core subcomplex is composed of p8, p34, p44, p52, p62, XPB and XPD subunits (the last two are DNA helicases/ATPases) [11]. Together, the CAK and the core form the 10-subunit TFIIH complex, which participates in transcription [11,12]. The role of TFIIH in RNAPII transcription involves phosphorylation of Ser 5 in the RNAPII CTD (p^Ser5^CTD RNAPII) by CDK7, which is important for transcription initiation, recruitment of the CAP enzyme, other modifications and mRNA processing [12–14]. By contrast, XPB functions as an ATP-dependent translocase that rotates DNA to open it around the transcription initiation site, facilitating the synthesis of RNA by RNAPII [15,16]. Thus, compounds that affect the TFIIH functions have been found or developed as strong candidates to combat cancer. For instance, the chemical compound THZ1 (phenylaminopyrimidine) and related substances inhibit the kinase activity of CDK7 by binding a protein region outside of its catalytic domain (Cys312) [17]. Although THZ1 is very effective in killing different types of cancer cells, it has not yet been clinically tested in cancer patients [18]. On the other hand, the diterpenoid epoxide, triptolide (TPL), inhibits the ATPase activity of XPB by covalently binding its catalytic domain [19]. TPL and its derivatives have been shown to kill different types of cancer cells and minelide, a triptolide derivative is currently in clinical trials for the treatment of pancreatic cancer [20,21]. In addition, TPL has been used as a tool to study transcription initiation and promoter-proximal pausing [22–24]. Although many studies demonstrate the potential use of TPL against cancer [25–27] and indicate how this drug affects transcription initiation, studies of how TPL affects global gene expression between cancer cells and their progenitors are still needed. Additionally, it is not known whether TPL and THZ1 cause a similar effect in cells or whether TPL affects TFIIH integrity. In addition, transcriptional response studies are still limited or analysed with brief incubation times and not when the effect of TPL on cell homeostasis is initiating. In this work, we addressed these points using an inducible oncogenesis model.

## 2. Results

### 2.1. Triptolide and THZ1 preferentially kill transformed cells, and the combination has a synergic effect

To study the effects of TPL and THZ1 on cancer cells and their progenitors, we used the MCF10A-ErSrc cell line as an oncogenesis model [28]. After 36–72 h of incubation with tamoxifen, which activates v-Src oncoprotein, the MCF10A-ErSrc line achieves multiple features associated with cellular transformation like: high proliferation, lost adherence, mammospheres formation and generates tumours metastasis in immunocompromised mice. In this study, cells with these characteristics are referred to as tamoxifen-treated (TAM) and their progenitors as non-treated (NT). Since phosphorylated STAT3 (pSTAT3) is required for cellular transformation through IL6 and NF-kB, thereby it was used as a transformation control in this cell line [28,29].

To analyse whether NT cells are more sensitive than TAM cells when TFIIH is affected, we evaluate by flow cytometry viability of NT and TAM cells which were incubated with TPL, THZ1 or both chemicals at different concentrations and for different times (figure 1*a*). The viability of both NT and TAM cells was highly affected by the presence of TPL, with TAM cells being more sensitive (figure 1*a*). Following incubation with 100 nM TPL for 72 h, approximately 90% of TAM cells died (figure 1*a*). However, at the same concentration and incubation time, more than 50% of NT cells were still viable. By contrast, at a concentration of 250 nM THZ1 for 72 h, approximately 64% of TAM cells died and only 36% of NT cells died (figure 1*a*). Interestingly, simultaneous incubation of NT and TAM cells with both chemicals had an additive effect on cell viability (figure 1*a*), as practically all TAM cells died after 48 h when incubated with TPL (100 nM) and THZ1 (250 nM) (figure 1*a*). However, under those conditions and even after 72 h, approximately 40% of NT cells remained viable (figure 1*a*). Thus, the combination of TPL and THZ1 is better than the single treatment with each of those drugs and preferentially target TAM cells for cell death via apoptosis (electronic supplementary material, figure S1*a*–*d*). Also, drug combination analysis by the Chou–Talalay method [30] showed combination index (CI) values < 1.0 in TAM cells, which denotes a synergistic pharmacological effect (electronic supplementary material, figure S1*e*). Interestingly, TPL/THZ1 treatment in NT cells has a synergistic effect only in the highest concentrations (electronic supplementary material, figure S1*e*).

**Figure 1.**
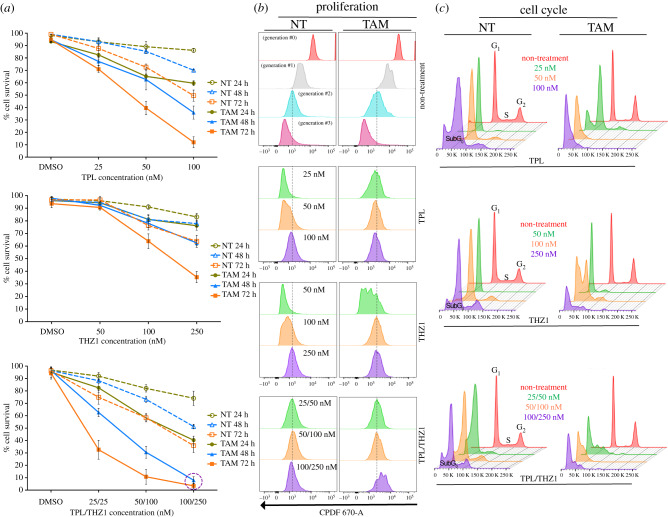
Triptolide (TPL) and THZ1 preferentially kill transformed cells and the combinatory of both substances potentiate their effect. Flow cytometry assays to determine cellular viability, proliferation and cell cycle arrest in tamoxifen-treated (TAM) and non-treated (NT) cells. (*a*) Cellular viability observed in cells incubated with TPL (upper panel), THZ1 (middle panel) and the combination of THZ1 and TPL (lower panel). The concentrations and incubation time used are indicated in the figure. Data are presented as mean values ± s.d. (standard deviation) from three independent experiments. (*b*) Proliferation assay in TAM and NT cells incubated with TPL (upper panel), THZ1 (middle panel) and the combination of THZ1 and TPL (lower panel). The first panel shows non-treatment cells throughout its generational duplications. (*c*) Cell cycle arrest assay in TAM and NT cells incubated with TPL (upper panel), THZ1 (middle panel) and the combination of THZ1 and TPL (lower panel). Graphs in (*b*) and (*c*) show concentrations used for 72 h of treatment and correspond a representative example from three biological replicates.

Next, we evaluated by flow cytometry assays the effect of TPL, THZ1 and the combination of both at different concentrations and times on proliferation and cell cycle progression in NT and TAM cells (figure 1*b,c*). Figure 1*b* shows that after 72 h of incubation with 25 nM TPL, TAM cells stopped after two cycles of proliferation; and that NT cells required 100 nM TPL to stop proliferating (figure 1*b*). Similarly, TAM and NT cells stopped proliferating, when incubated with 100 nM or 250 nM THZ1 for 72 h, respectively (figure 1*b*). Interestingly, when incubated with both TFIIH inhibitors NT and TAM cells stopped proliferating with only 25 nM TPL and 50 nM THZ1, confirming the synergic effect of these drugs (figure 1*b*). Furthermore, we found that in the presence of TPL and THZ1, cells were arrested at the G_1_ phase and that lower concentrations of TPL and THZ1 were needed for TAM cells (figure 1*c*). Taken together, these results indicate that TAM cells are more sensitive to TPL and THZ1 than their NT cells counterparts. TAM cells stopped proliferating and were arrested at G_1_ at lower concentrations and shorter incubation times when incubated with either drug. Importantly, simultaneous treatment with TPL and THZ1 had a significantly more severe effect on TAM cells than on NT cells as well as either drug used independently, underscoring the potential of simultaneously inhibiting different TFIIH activities with TPL and THZ to develop alternative therapies for cancer treatment.

### 2.2. TPL interferes with the XPB–p52 interaction, inducing the degradation of the XPB–p52–p8 submodule of TFIIH

Based on our previous analysis of TFIIH mutants in *Drosophila* [31], we sought to explore the effect of TPL on the XPB levels in NT and TAM cells. Cells were incubated with 125 nM TPL for different times. Since the disruption of transcription by RNAPII causes degradation of this enzyme, we also evaluated levels of RNAPII as well as of other TFIIH subunits. As expected, levels of RNAPII—and therefore p^ser5^CTD RNAPII—decreased as a result of incubating the cells with TPL (figure 2*a*). A clear reduction in XPB protein was also observed, which was greater in TAM cells (figure 2*a*). Furthermore, levels of the p52 and p8 subunits were also diminished in response to TPL exposure (figure 2*a*). However, levels of other subunits of TFIIH, such as XPD, p62, CDK7, CYCH and MAT1, were not affected (figure 2*a*; electronic supplementary material, figure S2*a*). As expected, incubation with THZ1 for different times reduced the levels of p^ser5^CTD RNAPII, but it did not affect the levels of this enzyme or the levels of any TFIIH subunit, including the CAK subcomplex, consistent with previous reports [32] (electronic supplementary material, figure S2*a*).

**Figure 2.**
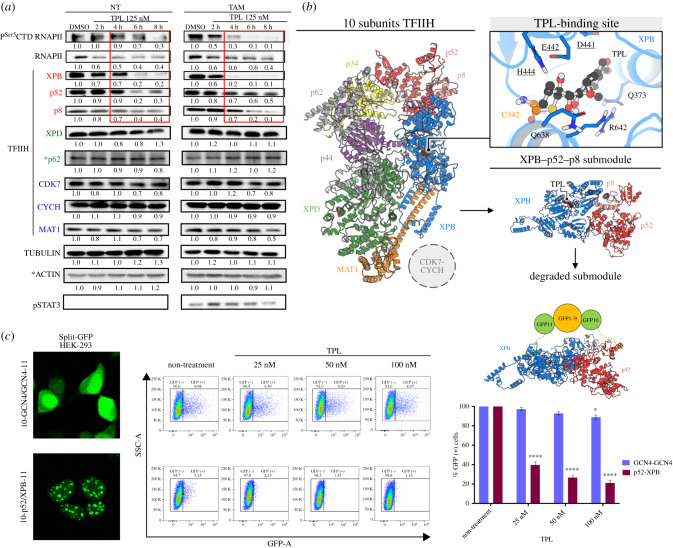
TPL induces the degradation of the XPB–p52–p8 submodule of TFIIH. (*a*) Western blots showing RNAPII CTD and the p^Ser5^CTD RNAPII, and some TFIIH subunits (XPB, p52, p8, XPD, p62, CDK7, CYCH and MAT1) from cells incubated with TPL 125 nM for 2, 4, 6, 8 h in comparison to the control with DMSO for 8 h. (*) Independent western blots using the same extracts. Note that the TFIIH subunits, XPB, p52 and p8 protein levels decrease as the incubation time with TPL advances (box in red). Densitometric analyses were performed using tubulin and actin (only for p62) as loading control; the relative quantification is indicated under each blot and the data showed as a representative example from three biological replicates. The p-STAT3 is used as a transformation control. (*b*) Computational molecular dynamics model that proposes the mechanism of the XPB–p52–p8 submodule dissociation from the TFIIH complex and degradation due to the covalent binding of TPL to XPB. The figure on the left shows the three-dimensional structure of TFIIH coloured by its components: XPB (blue), XPD (green), p8 (pink), p34 (yellow), p44 (purple), p52 (red), p62 (grey) MAT1 (orange). The upper right figure depicts TPL (black) binding mode in XPB. TPL binding site (TBS) residues are shown in blue, underlining the DEVH box amino acids, and C342 forming the covalent bond with TPL is highlighted in orange. (*c*) TPL interferes with the p52–XPB interaction. A representative image from at least three independent Split-GFP complementation assays between the p52 and XPB subunits expressed in HEK-293 cells is shown in the left panel. The middle panel shows an example of the cytometry measure of the GFP fluorescent activity by the cell in the GCN4-GCN4 split-GFP homodimer complementation used as control and the p52–GFP–XPB split complementation. Note that at 25 nM of TPL incubation by 28 h practically no fluorescent cells in the p52–XPB construct are detected. The right panel shows a kinetic assay of three independent experiments where the percentage of live and positive cells for GFP is shown. Significant differences were analysed by Two-way ANOVA with corrections for multiple comparisons, always comparing with the non-treated column. Statistical significance is indicative *p < 0.05, ****p < 0.0001. The structure at the top of the histogram depicts the p52–GFP–XPB complementation, showing that the localization of the GFPs is compatible with the formation of a functional TFIIH complex with a reasonable distance between fused GFP10 and GFP11 fragments.

p52 and p8 subunits have direct contact with XPB and modulate its ATPase activity [31,33]. Since our results suggested that the binding of TPL to the ATPase domain of XPB destabilizes XPB as well as p52 and p8, we investigated whether TPL causes a distortion of XPB that limits the interaction of XPB with p52 and p8. To achieve this aim, we used the public information recently reported for the structure of the human TFIIH core by cryo-electron microscopy [34]. TPL inhibits XPB-ATPase function through the formation of a covalent bond between the C12 carbon (12,13-epoxide group) on the inhibitor and the sulfur atom of the Cys342 residue of XPB (TPL_C12_-Cys342) [35]. The isolated XPB–p52–p8 putative submodule was employed to perform molecular dynamics (MD) simulations of the covalent docking of the optimized TPL structure to the Cys342 residue of XPB (figure 2*b*). Our covalent docking study showed that the TPL binding site (TBS) in XPB is located at the interface of the helicase domains (HD1 and HD2), which are mainly constituted by DEVH box residues (electronic supplementary material, figure S3). During the MD simulations, a per-residue contact analysis shows that the presence of TPL at the HD1–HD2 interface altered the number of contacts between both domains (electronic supplementary material, figures S3*d* and S3*g*), which may lead the separation of the domains and that the dissociation could be due to allosteric modulation guided by the loss of interactions between the XPB N-terminal domain (NTD) and p52 and between XPB HD2 and p52/p8.

To confirm the MD results we performed split-GFP-complementation assays between XPB and p52 by using the tripartite split-GFP association system [36], which is based on a tripartite association between two GFP tags (20 amino acids long each) fused to interacting protein partners, and the complementary GFP1-9 detect. Stable HEK-293 cells expressing GFP1–9 were co-transfected with GFP10-P52 and XPB-GFP11 constructs an incubated with TPL at different low concentrations for 28 h (figure 2*c*). As a control, we used a GCN4 homodimeric interaction (GFP10-GCN4 and GCN4-GFP11) previously reported [36]. A three-dimensional representation of the XPB–GFP–p52 complex shows that the localization of GFP is compatible with the interaction between XPB and p52 (figure 2*c*). The GFP fluorescence signal was quantified only in living cells by flow cytometry. After the TPL treatment a clear reduction in the fluorescence is observed in the p52–GFP–XPB-complementation cells, but not in the control cells (figure 2*c*). These *in vivo* results are in agree with structural modelling results that suggest that TPL interferes with the binging between XPB and p52. Altogether, the results of this section suggest that XPB, p52 and p8 form a submodule in the core of TFIIH and that TPL besides inhibiting the XPB-ATPase activity, also cause the XPB–p52–p8 destabilization without affecting the rest of the TFIIH subunits.

### 2.3. Analysis of the transcriptome of TPL-treated cells shows an unexpected gene expression response

While analysing the transcriptome of TFIIH mutants in *Drosophila*, we previously reported that not all genes responded equally and that the transcript levels of numerous genes increase in TFIIH mutant tissues [37,38]. Therefore, to explore whether TPL also generates a differential effect on gene expression in TAM and NT cells, we analysed the transcriptomes of these cells after incubation with 125 nM TPL for 4 h, a concentration found to reduce equally RNAPII levels by half in NT and TAM cells, to affect mildly cell viability (figure 3*a,b*).

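RNA-Seq was made from 8 cultures of MCF10A-ErSrc, a breast epithelial line carrying a v-Src kinase that tamoxifen switches on. NT cells received no tamoxifen and TAM cells were transformed with 2 µM tamoxifen. Each kind was incubated for 4 h with DMSO or with 125 nM TPL, a small molecule that binds the XPB subunit of TFIIH, with 2 biological replicates per group. The authors enriched poly-A RNA, aligned the reads to reference transcripts and estimated expression with RSEM. Their deposited files give 1 library each, with expected counts, which are estimated reads per gene without normalization, and FPKM, which divide them by transcript length and library total. Total expected counts were 8099426 and 8100750 in the NT libraries, 7658347 and 7533770 in NT + TPL, 8349448 and 8321419 in TAM, and 7461309 and 8141162 in TAM + TPL. The 10 most abundant genes took between 8.06 and 9.78% of the counts of a library. In all, 23604 genes were listed, by gene ID or RefSeq accession, and 99.4% of them were matched to a symbol. The rounded expected counts were scaled with edgeR's TMM method and tested with its quasi-likelihood test and Benjamini-Hochberg adjustment, with the 4 groups in a single fit over the 16948 genes that passed edgeR's filter on low counts. A gene was called changed at an adjusted p of at most 0.001 and a log2 fold change of at least 1.2 in either direction, the thresholds the paper's methods give. The biological coefficient of variation was 0.315. In simulated libraries of the same design with 200 changed genes, the test called 109 of them for TPL in NT cells and 123 for TPL in TAM cells, and 0 of the unchanged genes. At an adjusted p of 0.05 it called 162 and 172 genes, of which 4 and 4 were unchanged. The planted changes were at least 2 in size on the log2 scale, in genes expected to have at least 10 counts. Every gene was given the same spread. Smaller changes past the threshold and genes with another spread were not simulated, so these rates are not the general power of the test.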

**Figure 3.**
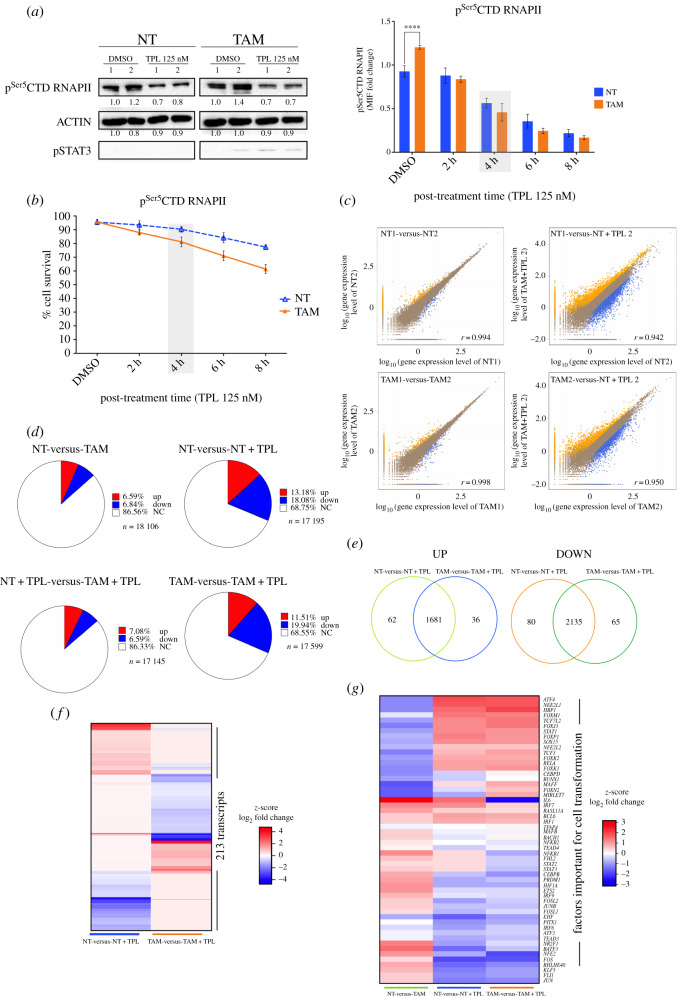
Transcriptome analysis of TPL-treated cells. (*a*) Left panel show western blots (WB) to evaluate the p^Ser5^CTD RNAPII in tamoxifen non-treated (NT) and tamoxifen-treated (TAM) cells incubated with triptolide (TPL) for 4 h at 125 nM or DMSO for 4 h as a control. Densitometric analyses were performed using actin as a loading control. The relative quantification is indicated under each blot from two biological replicates. pSTAT3 is used as a transformation control. The cells were collected and divided into two fractions, one for WB and the other for RNA-Seq analysis. The right panel indicates the quantification of p^Ser5^CTD RNAPII by flow cytometry, NT (blue) and TAM cells (orange), the grey box, indicates the time that p^Ser5^CTD RNAPII has decreased approximately 50%. (*b*) Cell viability of the NT (blue) and TAM cells (orange) incubated with 125 nM of TPL for 2, 4, 6 and 8 h. DMSO (incubated for 8 h) was used as control. It can be appreciated that at 4 h (grey box) the cell viability is not very compromised. (*c*) Pearson's correlation between two of the replicas of the RNA-Seq data (left) and between two samples (right); the *x*- and *y*-axes represent the log_10_ value of gene expression. The blue dots represent the downregulation transcripts; orange dots upregulation transcripts and brown dots non-affected. (*d*) Percentages of up and downregulated genes in NT, NT cells incubated with triptolide for 4 h at 125 nM (NT + TPL), TAM cells and TAM cells incubated with triptolide for 4 h at 125 nM (TAM + TPL). In red are represented the transcript percentages that increased, in blue the transcript percentages that are down and in white the transcripts with no significant log_2_ fold change. (*e*) Venn diagram showing the percentage of up and down, unique and common transcripts between NT and TAM cells treated TPL. (*f*) Heat map comparing 213 transcripts that are differentially expressed between NT and TAM cells after TPL treatment. (*g*) Heat map showing the response to TPL in the expression of genes that are either up or downregulated in the establishment of the transformed phenotype. Note that TPL induces the increase in expression of most of the genes downregulated for the transformed phenotype and reduces the expression of most of the genes upregulated to maintain the transformed phenotype. Right panel (*a*) and graph (*b*) represent three biological replicates while left panel (*a*) and graphs (*c*) to (*g*) summarizing the results of two biological replicates. In graph (*a*-right) and (*b*) data are mean ± s.d. (standard deviation). Significant differences were analysed by Two-way ANOVA with corrections for multiple comparisons. Statistical significance is indicated (****p < 0.0001).

Approximately 18 500 different transcripts were identified in both TAM and NT cells (electronic supplementary material, figure S4*a*). 

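Genes with an FPKM above 0 numbered 18542 ± 25.5 (SD, n = 2) per library in NT cells and 18525.5 ± 57.3 (SD, n = 2) in TAM cells. With TPL they numbered 19731 ± 208 (SD, n = 2) in NT and 20124.5 ± 44.5 (SD, n = 2) in TAM cells, and each of the 4 TPL libraries listed more genes than each of the 4 DMSO libraries. The libraries leave out genes without a read, so the numbers count genes with at least some signal. A minimum of 1 FPKM lowered the numbers most, to 13546.5 ± 16.3 in NT, 13405.5 ± 72.8 in TAM, 14180.5 ± 23.3 in NT + TPL and 14396 ± 55.2 in TAM + TPL cells (SD, n = 2 each).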

A Pearson's correlation analysis between NT and TAM cells with and without TPL showed, as expected, that the treatment with TPL caused a reduction in the transcript levels of some genes, but intriguingly, the levels of other transcripts increased (figure 3*c*; electronic supplementary material, figure S4*b*). 

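Across genes, Pearson's r of FPKM between the 2 replicates was 0.994 in NT, 0.982 in NT + TPL, 0.998 in TAM and 0.964 in TAM + TPL cells. Between groups, the mean r of the 4 library pairs was 0.962 (SD 0.0176) for NT against NT + TPL, 0.969 (SD 0.0174) for TAM against TAM + TPL and 0.931 (SD 0.009) for NT against TAM. Genes are not independent replicates, so no p is given. The most abundant genes weighed on r in the TPL groups: without the 20 highest, the replicates of NT + TPL gave 0.948 and those of TAM + TPL 0.985. Without TPL it hardly moved, to 0.992 in NT and 0.997 in TAM cells. The change to log2(FPKM + 1) moved the comparisons with TPL most, to 0.906 in NT and 0.917 in TAM cells. NT against TAM, the lowest of the group comparisons on FPKM, went to 0.951 and was then the highest. Which groups differ more thus depends on the scale. The log2 fold changes caused by TPL in NT and in TAM cells, which share no library, correlated across the tested genes with a Spearman's rho of 0.752 and a Pearson's r of 0.593.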

Induction of the transformed phenotype of MCF10A-ErSrc cells reduced the expression of 6.84% and increased the expression of 6.59% of the genes (figure 3*d*). 

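Between TAM and NT cells without TPL, 64 genes were called higher in TAM cells and 47 lower, which is 0.378 and 0.277% of the genes tested. At an unadjusted p under 0.05 there were 1612 genes higher and 1768 lower. By size alone, 1260 genes were higher and 1319 lower by at least 1.2 on the log2 scale, and with each library left out in turn these numbers stayed between 1202 and 1595 and between 1288 and 1723. The rule that moved the counts most was the one that the status letters of Table S1 follow. It takes a gene as changed when at least 3 of the 4 pairs of libraries differ by at least 1.2 in log2 FPKM, with 0.01 in place of 0 and no test across replicates, and it gave 1194 genes higher and 1239 lower. With each library scaled to equal GAPDH, where the median log2 fold change of all genes is -0.50 against -0.03 with TMM, 36 genes were called higher and 73 lower.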

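With TPL, 96.1% of the genes tested in NT cells and 97.1% in TAM cells were not called changed. Without adjustment for the number of tests, p was under 0.05 for 4018 genes that rose and 4090 that fell in NT cells, and for 3567 that rose and 4073 that fell in TAM cells. RNA-Seq measures each gene as a share of its library, so a loss common to all mRNAs cannot be read from these values. Under TMM scaling the median log2 fold change of all tested genes was 0.09 in NT and 0.05 in TAM cells. Scaled to equal GAPDH it was -0.26 in NT and -0.07 in TAM cells.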

When we compared the effect of TPL in NT and TAM cells, the RNA levels of approximately 68% of the genes did not significantly change, probably because, in the conditions used in this experiment, the reduction in transcription initiation of many genes is not detected by RNA-Seq (figure 3*d*). However, in both, NT and TAM cells, approximately 11% of the gene transcript levels were increased, and approximately 19% were decreased (figure 3*d*). 

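TPL raised 206 genes past the threshold in NT cells (1.22% of those tested) and lowered 460 (2.71%). The TAM cells had 143 raised (0.844%) and 345 lowered (2.04%). Rises made up 30.9% of the calls in NT and 29.3% in TAM cells, a share that depended on the scaling and on the rule. It was 46.5 and 48.3% with upper quartile normalization and 14.8 and 27.1% with GAPDH as the reference. By the rule of Table S1, which moved the counts most, it was 57.8 and 63.4%, from 3109 rises and 2266 falls in NT and 3510 rises and 2026 falls in TAM cells. By size alone, 2719 genes rose and 2541 fell by at least 1.2 on the log2 scale in NT cells. In TAM cells 2667 rose and 2338 fell. With each library left out in turn the rises ranged from 2523 to 3208 in NT and from 2536 to 2962 in TAM cells, and the falls from 2350 to 3072 and from 2300 to 2618.

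**Figure D1:**
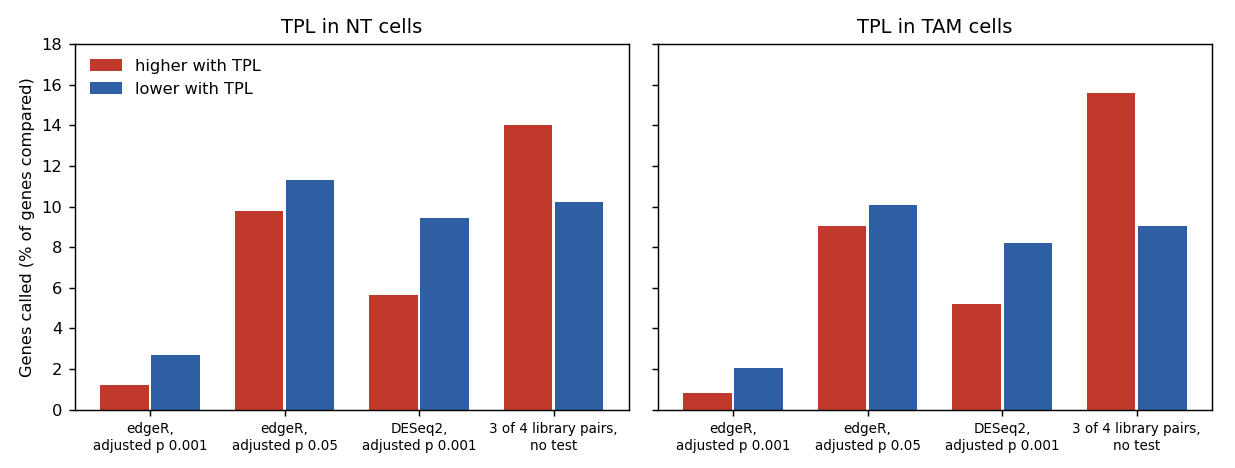
Percentage of the genes compared that were higher (red) or lower (blue) with TPL in NT cells (left) and TAM cells (right), under edgeR at an adjusted p of 0.001, edgeR at 0.05, DESeq2 at 0.001 and the rule of Table S1 without a test. All 4 rules also ask for a log2 fold change of at least 1.2. Falls outnumber rises under the 3 rules with a test, and rises outnumber falls under the rule of Table S1, with 14.0 against 10.2% in NT and 15.6 against 9.02% in TAM cells.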

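Of the genes that TPL lowered past the threshold, 244 were called in both cell states, 216 in NT cells without a call in TAM cells, and 101 in TAM cells without a call in NT cells. A call in a single state does not show that the effect of TPL differs between the states. DESeq2 in place of edgeR, at the same thresholds, shared 999 falls between NT and TAM cells.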

Among the downregulated genes, 2135 transcripts were shared between NT and TAM cells. 

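For rises with TPL, 105 genes were called in both NT and TAM cells, 101 in NT cells without a call in TAM cells and 38 in TAM cells without a call in NT cells. Scaled to equal GAPDH, 52 rises were shared. The rule of Table S1 shared 1819.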

Among the upregulated genes, 1681 transcripts were common to NT and TAM cells, 62 were exclusive to NT cells and 36 were exclusive to TAM cells (figure 3*e*; electronic supplementary material, table S1). 

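Rises and falls together, 456 genes were called with TPL in a single cell state and 0 in opposite directions in the 2 states. Whether an effect of TPL differs between NT and TAM cells was tested directly as an interaction in the same fit. At the thresholds used for the calls, 0 genes differed. At an unadjusted p under 0.05 there were 852 genes with a more positive and 947 with a more negative change in TAM cells, and at an adjusted p of 0.05 with a log2 difference of at least 1.2 there were 15 and 13. DESeq2 gave 81 and 63 at the stricter thresholds, and 1 gene called in opposite directions. Across genes this difference correlated with transcript length (Spearman's rho 0.21), as the difference between the 2 NT replicates did (0.31).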

The expressions of 213 genes were exclusive to either NT or TAM cells (figure 3*f*). 

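SOX9 (gene ID 6662) had 8.9 and 9.72 FPKM in the NT replicates and 4.1 and 2.24 with TPL, a log2 fold change of -1.57 (SE 0.484, adjusted p = 0.0414 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TAM cells had 0.57 and 1.77 FPKM and, with TPL, 3.6 and 2.72, a log2 fold change of 1.38 (SE 0.509, adjusted p = 0.0763). The effects differed by 2.95 (SE 0.702, adjusted p = 0.223, and from 0.000435 with DESeq2 to 0.377 over the alternatives). Leaving out each library in turn kept the change in TAM cells between 0.79 and 2.42, and that in NT cells between -2.02 and -1.2. IGFBP3 (gene ID 3486) went from 5.05 and 5.44 FPKM to 1.58 and 1.55 in NT cells (log2 fold change -1.74, SE 0.473, adjusted p = 0.0272). The TAM replicates went from 0.32 and 0.96 to 2.89 and 2.32 (log2 fold change 1.97, SE 0.494, adjusted p = 0.0228), with a difference of 3.72 (SE 0.684, adjusted p = 0.139, and from 2.4e-05 to 0.253 over the alternatives). With a library left out, the change of IGFBP3 was between -1.8 and -1.69 in NT and between 1.39 and 2.97 in TAM cells. Neither gene passed the threshold for a call in either state, although all its TPL libraries lay on one side of its DMSO libraries. RETL1 is listed as a synonym of GFRA1 (gene ID 2674), which had between 0.02 and 0.19 FPKM in the 8 libraries. Its log2 fold change was 1.47 in NT (SE 1.06, adjusted p = 0.306) and -0.04 in TAM cells (SE 1.01, adjusted p = 0.984), so no change was detectable at this depth.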

Some genes as *SOX9*, *RETL1* and *IGFBP3*, were downregulated in NT cells and upregulated in TAM cells in response to TPL. However, we also detected genes whose transcripts were upregulated in NT cells and downregulated in TAM cells, such as *FAM111B* and *F2R* (electronic supplementary material, table S1). 

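FAM111B (chromosome 11 of hg19, 58874658 to 58894885) rose from 1.48 and 2.12 to 3.61 and 3.23 FPKM with TPL in NT cells, a log2 fold change of 0.95 (SE 0.236, adjusted p = 0.0206). The same gene fell in TAM cells from 8.04 and 7.23 to 2.52 and 2.58 FPKM, a log2 fold change of -1.60 (SE 0.233, adjusted p = 0.00314). The difference was -2.55 (SE 0.331, adjusted p = 0.0523, and from 2.81e-07 to 0.155 over the alternatives). Neither change passed the threshold for a call, and the fall in TAM cells did under DESeq2, with at least 10 counts in every library, at an adjusted p of 0.05 and by the rule of Table S1. F2R (gene ID 2149, chromosome 5, 76011951 to 76031595) was listed at 0 in both NT and both TAM replicates. With TPL it had 15.65 and 4.48 FPKM in NT cells, at least 103-fold higher than the limit of 3 counts in NT (adjusted p = 0.0376). The mean behind this bound comes mostly from replicate 1, with 463.64 counts against 130.87 in replicate 2. TAM cells with TPL had 0 and 2.19 FPKM (adjusted p = 0.121), so the value rests on the 2nd replicate of TAM + TPL, and no decrease could be measured from 0.

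**Figure D2:**
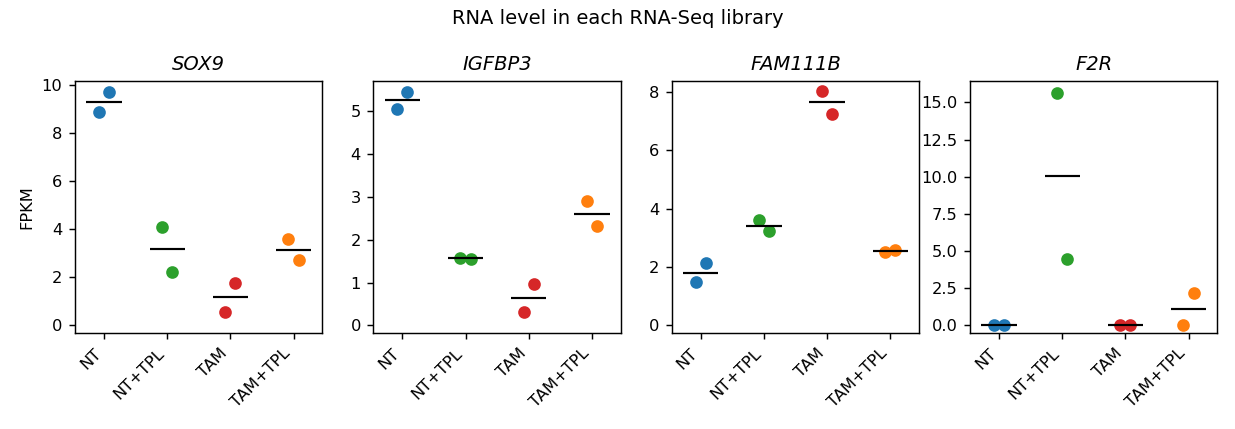
FPKM of SOX9, IGFBP3, FAM111B and F2R in the 8 RNA-Seq libraries, 1 panel per gene with its own axis. Each dot is a replicate and each line the mean of the 2 replicates of NT, NT + TPL, TAM and TAM + TPL cells. For SOX9 and IGFBP3 the TPL libraries lie below the DMSO libraries in NT and above them in TAM cells, and for FAM111B the reverse. For F2R the DMSO libraries lie at 0.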

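Figure 3g names 54 factors, of which 53 were found in the libraries and tested. For 32 of the 53 (60.4%, 95% Wilson confidence interval 46.9 to 72.4%) the change with TPL in TAM cells had the opposite sign to the change from NT to TAM cells. Both comparisons use the same TAM libraries, and noise in these moves them in opposite directions. With no change in any group, simulated libraries gave a median of 66% opposite factors (95% of simulations between 52.8 and 79.2%). Of the 33 factors higher in TAM than in NT cells, TPL lowered 27, and of the 20 lower in TAM cells it raised 5. Most factors thus fell with TPL in either set. In TAM cells 41 of the 53 had an unadjusted p under 0.05 for TPL. The median log2 fold change of the 53 was -1.15, with genes at the limit of 3 counts set at their bound. The simulation holds no such effect of TPL, so it does not give the share expected from a general fall. Restricted to the 10 factors past an adjusted p of 0.05 between TAM and NT cells, 8 were opposite (80.0%, 49.0 to 94.3%). Past that level in both comparisons, 7 factors changed in opposite directions and 2 in the same. These subsets were selected on the TAM libraries that both comparisons share. Unchanged groups were not simulated for them, so their counts decide nothing. Scaled to equal GAPDH, 25 of the 53 were opposite (47.2%). At the thresholds for a call, 0 factors differed between TAM and NT cells, with 21 at an unadjusted p under 0.05 and 3 when adjusted over the list alone. TPL changed 8 in TAM cells, and 18 when adjusted over the list alone.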

Intriguingly, most of the recently identified factors required to maintain the oncogenic state in TAM cells [39], change its expression back to NT condition, suggesting a partial reversion of TAM to NT phenotype (figure 3*g*).

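Of the 14 genes of figure S5a, 13 were tested and 0 passed the threshold for a call with TPL in either cell state, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 5 in NT and 10 in TAM cells. The paper describes these genes as randomly selected. MFGE8 rose in both states, by 0.99 in NT (SE 0.233, adjusted p = 0.0169) and 1.28 in TAM cells (SE 0.249, adjusted p = 0.00931). PLK1 had a log2 fold change of 0.57 in NT (SE 0.195, adjusted p = 0.0573) and -1.52 in TAM cells (SE 0.191, adjusted p = 0.00184). NAV2 changed by -0.58 in NT (SE 0.224, adjusted p = 0.0838) and 0.73 in TAM cells (SE 0.249, adjusted p = 0.0616). AXIN1 fell in TAM cells by 1.58 (SE 0.302, adjusted p = 0.00875), and in NT cells its replicates overlapped. MYB was undetermined in NT cells, with 2 to 10 counts per library (adjusted p = 0.256), and changed by -3.98 in TAM cells (SE 0.669, adjusted p = 0.00551). CDK3 was at least 6.12-fold and CCNL2 at least 8.54-fold lower with TPL in TAM cells (adjusted p = 0.0362 and adjusted p = 0.0249). H19 rose by 1.64 in NT cells (SE 0.616, adjusted p = 0.0964) and was listed at 0 in all TAM libraries. ANKRD2 had 0.58 in NT cells (SE 0.342, adjusted p = 0.229). It was among the 10 in TAM cells with at most 2 counts in those libraries, so no fold is given there. CYP4B1 was counted only in replicate 1 of NT and NT + TPL, and BCAS3 was listed at 0 in a library of NT + TPL and a library of TAM cells. PFKFB4 had 3 tested transcript entries and was among the 10 in TAM cells through 1 of them, picked after the files were seen, with at most 18.92 counts. The other entries did not pass that unadjusted threshold. Summed over the 3 entries, its log2 fold change was 1.38 in NT and -0.60 in TAM cells. GJA9 had too few counts to be tested.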

To confirm the RNA-Seq results, a set of randomly selected genes was analysed by RT-PCR and exhibited the same behaviour as shown by the RNA-Seq data (electronic supplementary material, figure S5*a*). In addition, we explored whether a similar response to TPL occurs in other breast cancer cell lines. For that, we analysed the expression of these genes in the estrogen receptor-positive MCF-7 line as well as in the triple-negative MDA-MB-231 line and found that 12 of 14 genes had similar behaviour as the MCF10A-ErSrc (electronic supplementary material, figures S5 and S7). These results indicate that in general, several breast cancer cell lines have a similar gene expression response to TPL. Intriguingly, the MCF-7 line is the most sensible to TPL and the MDA-MB-231 the less sensitive (electronic supplementary material, figure S5*b*).

Altogether our data indicate that XPB inhibition by TPL differentially modulates many genes in NT and TAM cells. Unexpectedly, the RNA-Seq results indicate that even when TPL affects RNAPII transcription, some genes are upregulated in response to this insult. This result suggests that there are genes for which, transcription may continue or even increase under conditions in which the levels of RNAPII are reduced as well as the XPB–p52–p8 submodule.

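The genes with the largest rises were taken by fitted log2 fold change among the calls with a mean of at least 1 FPKM whose TPL libraries all lay above the DMSO libraries. Against 0 counts the size of a fitted value is not measured, so the order by lower bounds can differ. In NT cells these were a transcript entry of ARID4B, at least 72.6-fold higher with TPL (adjusted p = 0.00034), MYBPH, at least 45.8-fold (adjusted p = 0.000525), and CCDC62, at least 38.2-fold (adjusted p = 0.000613). In TAM cells they were a transcript entry of ABHD18, at least 46.6-fold (adjusted p = 0.000709), SLC6A12, at least 39.2-fold (adjusted p = 0.000385), and MIA-RAB4B, at least 30.7-fold (adjusted p = 0.000593), while MYBPH there had a bound of 35.9-fold (adjusted p = 0.000984). The folds are lower bounds because the DMSO replicates had at most 3 counts. MYBPH went from 0 in both NT libraries to 9.38 ± 1.94 FPKM, and SLC6A12 from 0 in both TAM libraries to 4.4 ± 0.566 FPKM (SD, n = 2). Summed over the 2 entries of ARID4B and the 4 of ABHD18, the genes changed by 0.22 in NT and 0.29 in TAM cells on the log2 scale. The largest falls by the same rule were, in TAM cells, NCOA6 (log2 fold change -6.58, SE 0.666, adjusted p = 0.000887), CXCL2 (-6.30, SE 0.329, adjusted p = 0.000234) and CXCL1 (-6.26, SE 0.486, adjusted p = 0.000413). In NT cells they were TSKU, at least 53.2-fold lower (adjusted p = 0.000826), and transcript entries of MOB1A, at least 363-fold lower (adjusted p = 0.000913), and MST1R, at least 41.2-fold lower (adjusted p = 0.000348), whose genes fell by 0.55 and by 0.43 over all their entries. Calls in NT cells with smaller fitted values included NCOA6 at -7.80 (SE 0.738, adjusted p = 0.000636) and CXCL1 at -5.69 (SE 0.499, adjusted p = 0.000518), which are falls larger than the bound of MST1R. With a library left out, NCOA6 ranged from -12.48 to -6.85 and CXCL1 from -6.71 to -5.1. The order of CXCL1 and MST1R is therefore not settled. From transcripts that rise while RNAPII and the XPB-p52-p8 submodule are reduced, the paper proposes that transcription of some genes may go on or increase under these conditions.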

### 2.4. Promoter occupancy and elongating RNAPII are maintained in genes upregulated in response to TPL

The increase in the RNA levels of numerous genes in response to TPL can be a result of different factors, including enhancement of transcription and/or an increase in the accumulation of some RNAs by reducing their degradation. Reports using TPL to analyse pausing at promoters have been described [40,41]. However, the effect of TPL on RNA levels under conditions when the level of RNAPII is reduced was not determined in any of these studies. Therefore, we sought to analyse the genomic occupancy of RNAPII by chromatin immunoprecipitation followed by next-generation sequencing (ChIP-Seq) in NT and TAM cells incubated with or without TPL under similar conditions as those used in the RNA-Seq experiments.

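RNAPII was precipitated with the antibody 8WG16 from cells treated as for RNA-Seq, in 8 samples (2 per condition), and 2 inputs were sequenced. The authors aligned the reads to hg19 and called peaks over input with MACS2. The deposited files used here are 4 lists, 1 per condition, of the start and end of RNAPII peaks that contain a transcription start site (TSS). The lists give no height, score or read count and no replicates, so the depth behind a peak is unknown and no test is possible. The signal along the genes was not used here. Peak names carry a replicate 1 library in every list, with a cutoff of 0.02 for NT, NT + TPL and TAM + TPL and a q of 0.1 for TAM cells. The lists held 11222 peaks for NT, 8653 for NT + TPL, 11056 for TAM and 8464 for TAM + TPL cells, covering 10.6, 6.14, 6.82 and 5.06 Mb. Annotated TSSs were taken from GENCODE release 44 placed on build 37, which is hg19, and an occupied TSS is one that lies within a listed peak. Between 85.2 and 90.7% of the peaks of a list held an annotated TSS. Occupied TSS positions numbered 57215 in NT, 45162 in NT + TPL, 48064 in TAM and 43007 in TAM + TPL cells, in 12839, 10106, 11425 and 9793 genes.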

Overall, the metagenome analysis showed that the occupancy of RNAPII on the promoters was higher in TAM cells than in NT cells. 

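The position of RNAPII was measured as the midpoint of each peak that held a single main TSS of a protein-coding gene. The median midpoint lay downstream of the TSS in every list, by 45.5 bp in NT (7716 peaks), 31.0 bp in NT + TPL (5980), 33.0 bp in TAM (7076) and 21.5 bp in TAM + TPL cells (5998). Where the same TSS had a peak with and without TPL, the midpoint moved by a median of -2.5 bp in NT cells, with 51.0% of 5615 TSSs shifted upstream. For TAM cells the shift was 4.5 bp, with 47.5% of 5404 shifted upstream. The median width of these peaks went from 740 to 595 bp in NT and from 503 to 497 bp in TAM cells. A peak's edges depend on the threshold of peak calling, and the spread between replicates is not known.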

As expected, we observed a reduction in the occupancy of RNAPII in NT and TAM cells when treated with TPL, with the main peak that corresponds to paused RNAPII in TPL-treated cells displaced to the 5′ end of the transcription start site (TSS) (figure 4*a*). This data shows that most RNAPII accumulates in the initiation state (PIC) and is in agreement with previous results on the effect of TPL on RNAPII occupancy on gene promoters [40,41]. Also consistent with the existence of highly stable paused RNAPII at some promoters, maintaining the RNAPII in a paused position even after transcription inhibition by TPL [40], since promoters corresponding to paused RNAPII were still detected (figure 4*a*). However, in our experiments, we identified stably paused RNAPII in some promoters in cells with a substantial reduction in the levels of RNAPII and the XPB–p52–p8 submodule of TFIIH. Additionally, some promoters exhibited an increase in RNAPII occupancy in NT (5.42%) and TAM (3.93%) cells incubated with TPL (figure 4*b*; electronic supplementary material, table S2).

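Of the TSS positions occupied in NT cells, 75.0% (42926) were also occupied in NT + TPL cells. In TAM cells 79.7% (38306) were also occupied in TAM + TPL cells. Counted once per gene symbol, the shares were 75.7 and 79.2%. With TSSs within 1 kb of a peak of the other list counted as shared, which moved them most, they were 86.6 and 94.6%.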

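TSS positions occupied with TPL and not without it numbered 2236 in NT cells (4.95% of the NT + TPL positions) and 4701 in TAM cells (10.9% of the TAM + TPL positions). These are TSSs that enter a list of peaks, not a measured rise in signal. Counted once per gene symbol they were 381 in NT and 748 in TAM cells, and with TSSs within 1 kb counted as shared, 674 and 1084. The TAM list carries another threshold in its peak names than the TAM + TPL list, which bears on the number for TAM cells.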

**Figure 4.**
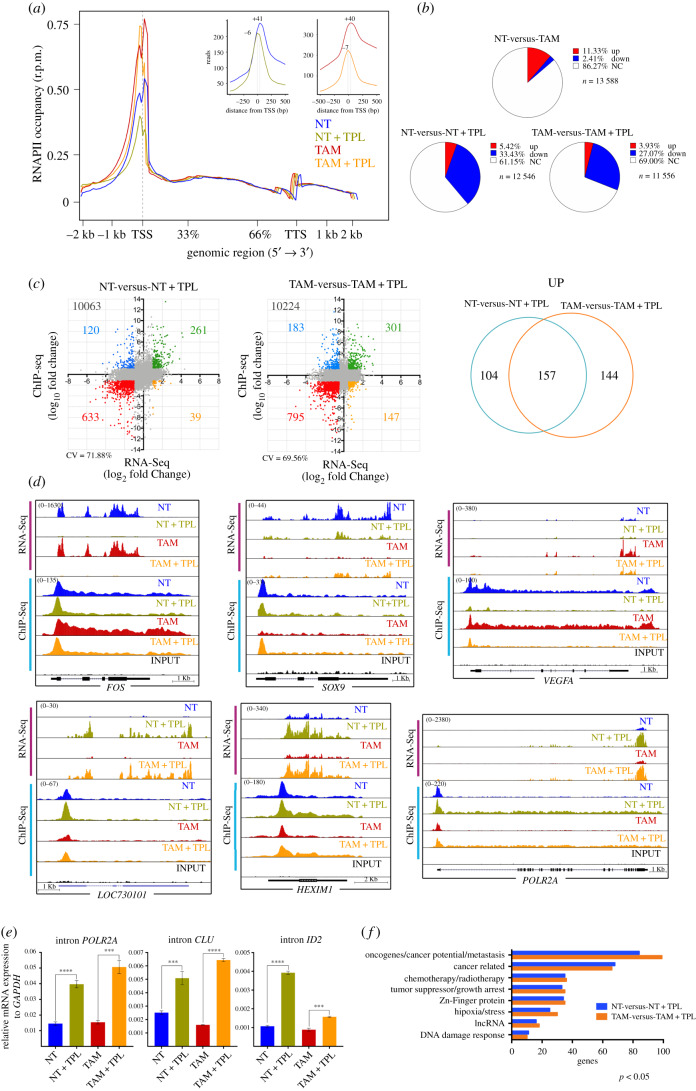
Analysis of the positioning of the RNAPII in cells treated with TPL. ChIP-Seq experiments were performed from two independent biological replicas for each condition. (*a*) Meta-analysis of the positioning of the RNAPII comparing the non-treated (NT, blue), non-treated + triptolide (NT + TPL, green), Treated with tamoxifen (TAM, red) and Treated with tamoxifen + triptolide (TAM + TPL, orange) treated with TPL for 4 h at 125 nM. The upper right panel shows the displacement suffered by the cells when are treated with TPL towards the TSS-5'. Note the presence of two RNAPII picks, without TPL the major pick corresponds to paused RNAPII and with TPL the major pick corresponds to initiating RNAPII. Also, note that after TPL treatment in some promoters RNAPII is maintained paused. (*b*) Relation of the occupancy of the RNAPII in gene promoters after the TPL treatment in NT, NT + TPL, TAM and TAM + TPL cells. In red is indicated the promoter occupancy percentage that increases, in blue percentage that goes down and in white promoters that do not have a significant change. (*c*) Correlation between the RNA-Seq data (x-axis) and ChIP-Seq data (*y*-axis), from the NT-versus-NT + TPL and TAM-versus-TAM + TPL cells. In green are genes that increase both in transcriptional level and RNAPII positioning in the promoter; in blue genes that increase in transcriptional level but have low positioning in the promoter; in red are the double negative genes, genes with lower transcriptional level and lower positioning in the promoter, while in yellow are genes with low transcript level but increase in the positioning of the polymerase. Correlation value (CV). The right panel shows the number of genes that increase in RNA-Seq and ChIP-Seq, unique and common between NT-versus-NT + TPL cells compared to TAM-versus-TAM + TPL. (*d*) Examples of the different behaviours observed in the RNA-Seq (pink bar) and ChIP-Seq (blue bar) *FOS, SOX9, VEGFA, LOC730101, HEXIM1 and POLR2A*. Images are from the Genome Browser. (*e*) qRT-PCR of intronic sequences to quantify the levels de-novo synthetized mRNAs for genes overexpressed in response to TPL. *POLR2A* corresponds to the RNAPII large subunit gene, *CLU* is the clustering gene and *ID2* corresponds to the inhibitor of DNA binding gene. In the three genes, an internal sequence of the first intron was evaluated. Data represent three biological and technical replicates. The graph shows mean values ± s.d. (standard deviation). Significant differences were analysed by *t*-test. Statistical significance is indicated (****p < 0.0001 or ***p < 0.001). (*f*) Gene ontology of cancer-related genes that were upregulated in the RNA-Seq and the RNAPII occupancy in ChIP-Seq data. Representative plots and graphs in panels (*a*) to (*d*) and (*f*) summarizing the results of two biological replicates from ChIP-Seq analysis.

Since the RNA-Seq results indicated that some transcripts were upregulated by TPL, we assessed whether there was a correlation between the occupancy level of RNAPII on the promoters with transcripts that were up- or downregulated in response to TPL. 

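The RNA change with TPL was compared between genes by the peak list that held their TSS. In NT cells the median log2 fold change was -0.11 for the 7897 tested genes with a TSS in both lists, -0.37 for the 2227 with a TSS in the NT list only and 0.38 for the 242 with a TSS in the NT + TPL list only. The TAM medians were -0.15 for 7477 genes in both lists, -0.44 for 1742 in the TAM list only and 0.02 for 523 in the TAM + TPL list only. Each median was compared with 10000 random gene lists of the same size and matched on expression. For genes that left the list, the random medians lay between -0.10 and -0.02 in NT and between -0.15 and -0.05 in TAM cells, and the observed one was at percentile 0. For genes that entered it they lay between -0.31 and 0.02 in NT and between -0.27 and -0.09 in TAM cells, and the observed one was at percentile 100. These ranges hold 95% of the draws, and genes are not independent replicates. Scaling by library size only moved the medians in TAM cells to -0.10, -0.39 and 0.07.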

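Of the genes called up with TPL in NT cells, 193 have an annotated TSS, and 127 of them (65.8%) had it in a peak of the NT + TPL list. Among all tested genes with an annotated TSS the share was 54.5%. For TAM cells it was 79 of 132 genes (59.8%), against 53.6% of all tested genes. The TSS was in the list with TPL only for 12 of these genes in NT and 16 in TAM cells. Of the genes called down, 237 of 452 in NT (52.4%) and 204 of 340 in TAM cells (60.0%) had a TSS in the list with TPL. In TAM cells the share was thus alike for rises and falls. In the lists without TPL the shares in NT and TAM cells were 63.2 and 51.5% for genes called up. They were 88.5 and 85.3% for genes called down and 67.8 and 61.8% for all tested genes. These shares are not matched on expression.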

As shown in figure 4*c*, in TPL-treated NT and TAM cells, 261 and 301 genes respectively, were found to have an increased association of RNAPII to their promoters, and that correlated with a significant increase in their corresponding RNA levels (electronic supplementary material, table S2). Of these genes, 157 were shared between NT and TAM cells (figure 4*c*). Also, an increase of RNAPII in the body of these genes is observed (figure 4*d*).

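Genes called up in both NT and TAM cells with a TSS in the peak list of both TPL conditions numbered 61. The peak lists do not measure whether occupancy rose on them. Among the genes named for the largest rises, MYBPH, SLC6A12 and MIA-RAB4B had no peak over the main TSS in any list. CCDC62 had such a peak in both lists with TPL and in neither without it. ARID4B had it in every list, and ABHD18 in every list but NT + TPL. A missing peak does not show that RNAPII was absent, because the lists give no signal. From its comparison of RNAPII signal with RNA, the paper states that a rise in promoter occupancy goes with a rise in RNA for a set of genes.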

The correlation analyses indicated that there were different gene expression patterns in response to TPL (figure 4*c*). There were genes such as *FOS*, on which paused RNAPII was cleared, but initiating RNAPII was enriched and whose transcript levels were reduced by TPL in NT and TAM cells (figure 4*d*; electronic supplementary material, table S2). 

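FOS (gene ID 2353, chromosome 14 of hg19, 75745529 to 75748933) had 539 ± 51.4 FPKM in NT and 30.2 ± 4.85 in NT + TPL cells (SD, n = 2), a log2 fold change of -4.17 (SE 0.198, adjusted p = 0.000178). TAM cells had 505 ± 71.5 FPKM and with TPL 24.3 ± 3.57 (SD, n = 2), a log2 fold change of -4.42 (SE 0.201, adjusted p = 0.000234). A peak covered its TSS in each list. It ran from 75745278 to 75748766 in NT and from 75745127 to 75746601 in NT + TPL cells. The TAM peak ran from 75745379 to 75750358, and with TPL from 75745172 to 75747494, so that with TPL it ended further upstream in both states.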

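The TSS of SOX9 (chromosome 17, 70117161 to 70122557) lay in a peak in NT cells, from 70117071 to 70117343, in NT + TPL cells, from 70117002 to 70117306, and in TAM + TPL cells, from 70117053 to 70117307. The list of TAM cells had no peak over it.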

For other genes, such as *SOX9*, the mRNA levels decreased in the presence of TPL in NT cells, but in TAM cells, TPL induced a significant increase in the RNA levels as well as an increase in RNAPII promoter occupancy of these same genes (figure 4*d*; electronic supplementary material, table S2). 

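VEGFA (gene ID 7422, chromosome 6, 43737921 to 43754224) had 18.5 ± 0.849 FPKM in NT and 74.3 ± 0.445 in TAM cells (SD, n = 2), a log2 fold change of 2.00 between the states (SE 0.130, adjusted p = 0.000439). With TPL it had 12.7 ± 1.22 FPKM in NT and 43.1 ± 1.37 in TAM cells (SD, n = 2). The log2 fold change with TPL was -0.51 in NT (SE 0.130, adjusted p = 0.0228) and -0.75 in TAM cells (SE 0.125, adjusted p = 0.00544), and neither passed the threshold for a call. The peak over the TSS ran from 43737558 to 43741824 in NT and from 43737663 to 43743446 in TAM cells. It was shorter with TPL, from 43737803 to 43738109 in NT and from 43737806 to 43738126 in TAM cells.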

The *VEGFA* gene was overexpressed in TAM cells, with high levels of RNAPII in the body of the gene, but TPL repressed its expression, reducing the occupancy of RNAPII (figure 4*d*). The most intriguing response to TPL occurred in genes that were upregulated, such as *LOC730101* and *HEXIM1*, in which RNAPII occupancy on the promoter and along the body of the gene were increased (figure 4*d*). 

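LOC730101 had 0 and 0.1 FPKM in NT and 4.29 and 1.21 in NT + TPL cells, at least 26.6-fold higher than the limit of 3 counts (adjusted p = 0.00569). The mean behind this bound comes mostly from replicate 1, with 120 counts against 34 in replicate 2. In TAM cells LOC730101 had 0.09 and 0.13 FPKM and with TPL 5.53 and 4.63, a log2 fold change of 5.37 (SE 0.905, adjusted p = 0.00558). The annotation used gives no position for it, so its peaks were not examined. HEXIM1 (gene ID 10614, chromosome 17, 43225842 to 43229466) rose from 20.7 ± 1.0 to 77.6 ± 1.13 FPKM in NT cells (SD, n = 2), a log2 fold change of 1.90 (SE 0.122, adjusted p = 0.000238). HEXIM1 rose in TAM cells from 19.6 ± 0.615 to 78.7 ± 0.41 FPKM (SD, n = 2), a log2 fold change of 1.96 (SE 0.123, adjusted p = 0.000305). HEXIM1 passed the threshold for a call in both states and LOC730101 in neither. The peak over the TSS of HEXIM1 ran from 43224547 to 43227721 in NT and from 43225170 to 43229588 in NT + TPL cells. It ran from 43225528 to 43226463 in TAM and from 43224739 to 43229620 in TAM + TPL cells.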

Interestingly, the effect of TPL on transcription induced potent overexpression of the gene that encodes for the large subunit of RNAPII (*POLR2A*) (figure 4*d*). 

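POLR2A (gene ID 5430, chromosome 17, 7387685 to 7417933) had 71.3 and 78.01 FPKM in NT and 526.89 and 268.01 in NT + TPL cells, a log2 fold change of 2.39 (SE 0.312, adjusted p = 0.00187). The TAM replicates had 84.43 and 80.15 FPKM and with TPL 563.13 and 397.62, a log2 fold change of 2.50 (SE 0.313, adjusted p = 0.00184). The adjusted p missed the threshold of 0.001 in both states. Both changes were calls with DESeq2, with at least 10 counts in every library, at an adjusted p of 0.05 and by the rule of Table S1. The peak over the TSS ran from 7387096 to 7388495 in NT, from 7387061 to 7388768 in NT + TPL, from 7387408 to 7388372 in TAM and from 7387088 to 7395694 in TAM + TPL cells.

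**Figure D3:**
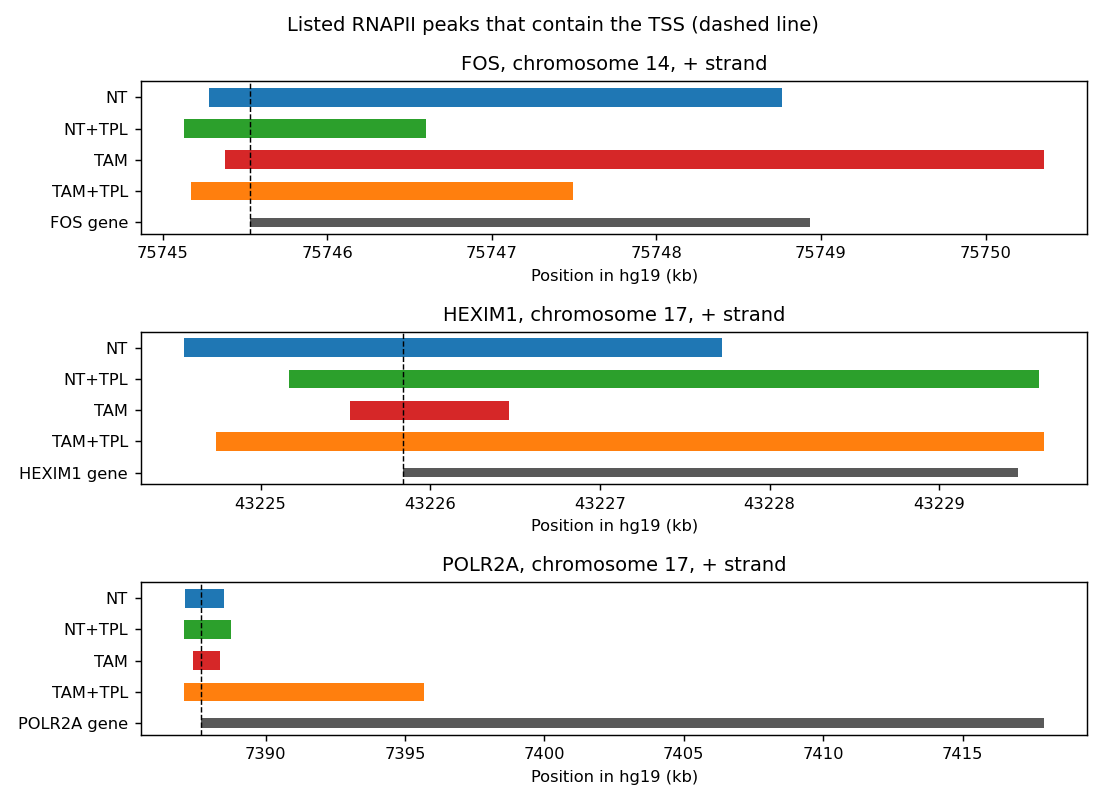
Listed RNAPII peaks that contain the TSS (dashed line) of FOS, HEXIM1 and POLR2A, as bars by condition along hg19 in kb, with the gene in grey. The bars show where a peak was called and not how high it was. At FOS the peaks with TPL end further upstream than those without it, at HEXIM1 they reach the end of the gene, and at POLR2A the TAM + TPL peak extends furthest into the gene.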

We confirmed that the increase in levels of the mRNAs is due to an enhancement of transcription in response to TPL by evaluating the *novo* transcription of the first intron pre-mRNA of *POLR2A*, *CLU* and *ID2* genes by qRT-PCR (figure 4*e*).

Next, we performed a gene ontology analysis focusing on cancer-related genes in which RNAPII occupancy on the TSS, as well as its RNA levels, was increased (figure 4*f*; electronic supplementary material, table S3). 

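Table S3 lists 231 genes for NT and 235 for TAM cells, of which 220 and 223 were tested in the RNA-Seq data. With TPL, 212 of the 220 were higher in NT and 218 of the 223 in TAM cells, with median log2 fold changes of 1.64 and 1.44. With genes at the limit of 3 counts in a group set at their bound, the medians were 1.65 and 1.43. Calls numbered 58 in NT and 40 in TAM cells over all genes tested, and 108 and 85 adjusted over the list alone. The study chose the genes on these samples, so the counts are not independent evidence. At an adjusted p of 0.05, 183 were higher in NT and 178 in TAM cells. By the categories of the table, the median was highest for lncRNAs, at 3.40 over 12 genes in NT and 2.93 over 14 in TAM cells, and lowest in NT cells for zinc finger proteins, at 1.17 over 29.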

A large number of genes that function as tumour and growth suppressors, such as *PHACTR4* and *ARID4A* [42,43], as well as genes that correspond to chemotherapy/radiotherapy response genes, such as *SNAI1* and *SNX1* [44,45], were overexpressed. However, a large number of genes considered as oncogenes or that promote tumour growth and/or metastasis, such as *SKI*, *EGR4*, *SNAI1* and *CEMIP2* [45–48], were also overexpressed in response to TPL (figure 4*f*; electronic supplementary material, table S2).

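PHACTR4 (gene ID 65979) rose with TPL by 1.29 on the log2 scale in NT (SE 0.128, adjusted p = 0.000731) and by 1.08 in TAM cells (SE 0.127, adjusted p = 0.00144). ARID4A (gene ID 5926) rose by 1.86 in NT (SE 0.282, adjusted p = 0.00334) and 0.50 in TAM cells (SE 0.270, adjusted p = 0.191). The states differed by -1.36 (SE 0.387, adjusted p = 0.296). The TSS of ARID4A was in the peak lists of NT + TPL and TAM + TPL cells and in neither list without TPL, and that of PHACTR4 was in every list but TAM + TPL. SNAI1 (gene ID 6615) rose by 3.71 in NT (SE 0.398, adjusted p = 0.000956) and 2.06 in TAM cells (SE 0.359, adjusted p = 0.00634). SNX1 (gene ID 6642) rose by 0.97 in NT (SE 0.153, adjusted p = 0.00392) and 1.19 in TAM cells (SE 0.154, adjusted p = 0.0021). The TSSs of SNAI1 and SNX1 were in all 4 lists. At the thresholds for a call, PHACTR4 and SNAI1 were called in NT cells and none of these genes in TAM cells.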

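CEMIP2 (gene ID 23670) was called in both states, with log2 fold changes of 3.70 in NT (SE 0.234, adjusted p = 0.000224) and 2.98 in TAM cells (SE 0.225, adjusted p = 0.000393), and had its TSS in all 4 peak lists. SKI (gene ID 6497) rose by 1.20 in NT (SE 0.160, adjusted p = 0.00201) and 1.28 in TAM cells (SE 0.160, adjusted p = 0.0018), short of the threshold of 0.001, and had no peak over its main TSS in any list. EGR4 (gene ID 1961) had 1.71 ± 0.361 FPKM in NT and 2.88 ± 0.481 in NT + TPL cells, and 1.02 ± 0.46 in TAM and 1.8 ± 0.495 in TAM + TPL cells (SD, n = 2). Its log2 fold changes were 0.74 in NT (SE 0.439, adjusted p = 0.217) and 0.76 in TAM cells (SE 0.448, adjusted p = 0.226). Its TSS was in the TAM + TPL list only.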

To confirm whether genes exhibiting an increase in RNAPII promoter occupancy were also overexpressed in response to TPL and for further analysis, we selected five genes with different cellular functions for qRT-PCR. 

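ID2 (gene ID 3398, chromosome 2, 8818975 to 8824591) rose from 17.9 ± 2.09 to 48.1 ± 2.26 FPKM with TPL in NT cells (SD, n = 2), a log2 fold change of 1.42 (SE 0.193, adjusted p = 0.00221). TAM cells showed a rise from 2.5 ± 0.728 to 33.1 ± 0.0778 FPKM (SD, n = 2), a log2 fold change of 3.68 (SE 0.226, adjusted p = 0.000284). The difference between the states was 2.26 (SE 0.291, adjusted p = 0.0523, and from 1.72e-09 to 0.152 over the alternatives). CRY2 (gene ID 1408, chromosome 11, 45868669 to 45904799) rose from 2.47 ± 0.127 to 10.2 ± 1.05 FPKM in NT (log2 fold change 2.01, SE 0.169, adjusted p = 0.000458). Its rise in TAM cells was from 1.86 ± 0.156 to 8.54 ± 0.643 FPKM (log2 fold change 2.14, SE 0.172, adjusted p = 0.000442). The TSSs of ID2 and CRY2 lay in a peak in all 4 lists.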

The selected genes were *ID2*, a transcription factor known to participate in epithelial–mesenchymal transition [49]; *CRY2*, a circadian repressor involved in MYC turnover [50]; long non-coding RNA (lncRNA) *LOC730101*, which is induced by hypoxia and has been related to metastasis [51]; and *HEXIM1*, an inhibitor of p-TEFb, linked to chemotherapy resistance and that it has been shown that also is overexpressed in response to JQ1 [52,53]. In addition, we analysed *EPAS1*, also known as *HIF-2A*, a transcription factor that responds to hypoxia, a hallmark of cancer. *EPAS1* is overexpressed in TAM cells and its transcript levels were high and maintained in cells incubated with TPL [49]. 

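EPAS1 (gene ID 2034, chromosome 2, 46520806 to 46613836) had 22.08 and 31.34 FPKM in NT and 95.63 and 77.3 in TAM cells, a log2 fold change of 1.71 between the states (SE 0.278, adjusted p = 0.014). With TPL it had 63.83 and 37.46 FPKM in NT and 126.94 and 149.12 in TAM cells. Its log2 fold change with TPL was 0.91 in NT (SE 0.273, adjusted p = 0.0384, and from 0.52 to 1.24 with a library left out) and 0.63 in TAM cells (SE 0.270, adjusted p = 0.117). A peak covered its TSS in each list, from 46524492 to 46525026 in NT, 46524456 to 46524822 in NT + TPL, 46524462 to 46525063 in TAM and 46524195 to 46527477 in TAM + TPL cells.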

For all genes, the increase in RNA levels was confirmed (figure 5*a–e*). Kinetic analysis of the encoded products of these genes by Western blot confirmed that not only the accumulation of the RNA increases, but also the corresponding protein in response to TPL (figure 5*f*). Intriguingly, at 8 h after TPL treatment, the protein levels decline, due that most of the cells start to die. Furthermore, we verified the increase in the expression of these genes in response to TPL in other breast cancer cell lines by RT-PCR and qRT-PCR. Interestingly, these genes were also overexpressed in the MCF-7 and MDA-MB-231 breast cancer cell lines in response to TPL, indicating that this response is not exclusive to the MCF10A-ErSrc line (electronic supplementary material, figure S7). Collectively, our results indicate that both NT and TAM cells respond to a TPL insult by inhibiting RNA transcription. Yet, despite TPL directly affects transcription initiation, and significantly reduces the levels of RNAPII as well as of the XPB–p52–p8 submodule components of TFIIH, the transcriptional stress imposed to the cells results in activation of selected genes. Among those, genes that suppress cancer growth are overexpressed, but importantly, genes that promote carcinogenesis, chemotherapy resistance and metastasis are also upregulated.

**Figure 5.**
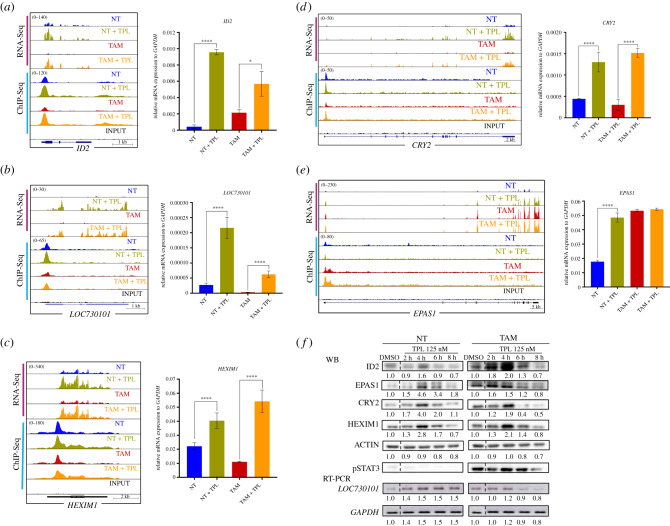
Analysis of overexpressed genes and its protein products in response to TPL treatment. (*a*) *ID2* gene, representation of the Genome Browser, RNA-Seq (pink bar) and ChIP-Seq (blue bar), comparing the NT (blue), NT + TPL (green), TAM (red), TAM + TPL (orange) and the INPUT (black). qRT-PCR corroboration is also shown. (*b*) lncRNA *LOC730101* representation in the Genome Browser. qRT-PCR experiments are also show confirming the increase of this transcript after TPL treatment. (*c*) *HEXIM* Genome Browser image. qRT-PCR experiments confirming HEXIM1 overexpression by TPL. (*d*) *CRY2* gene increase with the TPL treatment shown in the Genome Browser image, confirmation by qRT-PCR is also shown. (*e*) *EPAS1* Genome Browser image and qRT-PCR corroboration. (*f*) Example of a time-course experiment of the overexpression of the ID2, HEXIM1, CRY2 and EPAS1 proteins in response to TPL by Western blot analysis. STAT3 phosphorylated is an indicator of the transformed phenotype in TAM cells. A time-course analysis of the overexpression of the *LOC730101* lncRNA by RT-PCR is also shown. The dashed line indicates where the images were cut in order to avoid another treatment time (30 min) included in the experiment. Densitometric analyses were performed using actin or *GAPDH* as a loading control in Western blot and RT-PCR, respectively; the relative quantification is indicated under each blot and the data showed as a representative example from three biological replicates. Data from (*a*) to (*e*) represent three biological replicates. Graphs show mean values ± s.d. (standard deviation). Significant differences were analysed by *t*-test. Statistical significance is indicated (*p < 0.05 or ****p < 0.0001).

### 2.5. THZ1 drives a similar gene response as TPL in cancer cells

Next, we decided to explore whether incubation with THZ1 induces a similar gene response as TPL. The first approach to answer this question was to determine, by RT-PCR, the response of some of the upregulated genes in response to TPL in NT and TAM cells when incubated with THZ1. For this experiment, we used a concentration of 300 nM THZ1 for 2 h (figure 6*a*). Figure 6*b* shows that for *ID2, lncRNA LOC730101, HEXIM1* and *EPAS1*, there was a clear increase in the mRNA levels in NT cells incubated with THZ1 (figure 6*b*). In TAM and NT cells, the mRNA levels of *ID2* and the lncRNA increased and similar behaviour of *EPAS1* as that seen with TPL incubation was observed (figure 6*b*). By contrast, no clear increase in the *HEXIM1* transcript level was observed in TAM cells, and in all cell types, *CRY2* level remained the same in THZ1-treated cells. These results suggest that there are some similarities in the gene expression responses to TPL and THZ1 in NT and TAM cells, but that the responses are not identical.

**Figure 6.**
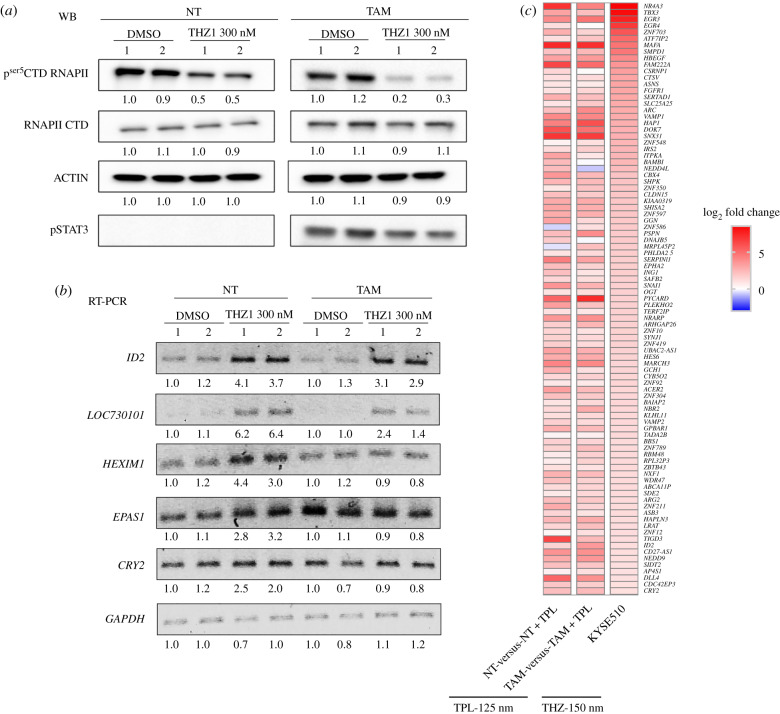
THZ1 generates a similar response as observed by the effect of TPL on transformed cells. (*a*) p^Ser5^CTD RNAPII and RNAPII CTD levels in tamoxifen-treated (TAM) and non-treated (NT) cells treated with 300 nM of TPL for 2 h or with DMSO as control. STAT3 phosphorylated is an indicator of the transformed phenotype in TAM cells. (*b*) Semiquantitative RT-PCR of NT and TAM cells treated with 300 nM of THZ1 for 2 h of *ID2, LOC730101, CRY2, EPAS1* and *HEXIM1*. Densitometric analyses (*a*) and (*b*) were performed using actin or *GAPDH* as a loading control in western blot and RT-PCR respectively; the relative quantification is indicated under each blot and the data showed represent at less two biological replicates. (*c*) Comparison with published data of the THZ1 response in KYSE510 cells [54] indicating a similar response to some of the overexpressed genes after TPL treatment.

To explore how similar the gene expression responses to TPL and THZ1 are, we used public RNA-Seq data from an oesophageal cancer cell line treated with THZ1 [54]. We found that 94 genes upregulated by TPL that correlated with an increase in the occupancy of RNAPII in the oncogenesis model used here were also upregulated by THZ1 in the oesophageal cancer cell line (figure 6*c*). These results suggest that in response to transcriptional stress by either TPL or THZ1, a similar set of genes is overexpressed.

### 2.6. Depletion of transcripts encoded by genes overexpressed in response to transcriptional stress augments the cells sensitivity to triptolide

The fact that some genes are overexpressed in response to TPL underscored the possibility that some of them were targets for tumour cell killing. To explore the likelihood that depleting the transcripts of genes overexpressed in response to TPL potentiates the killing effect of TPL, we chose to evaluate the effect of silencing *ID2, CRY2, HEXIM1, LOC730101* and *EPAS1* on cell viability and proliferation. NT and TAM cells were transfected with pooled siRNAs against each of these transcripts for 24, 48 or 72 h, followed by incubation with 125 nM TPL for 4 h. Consistent with data shown above, 125 nM TPL alone or in combination with the scrambled siRNAs did not affect NT and TAM cells' survival (figure 7, middle panels). All targeted RNAs were effectively silenced by the corresponding siRNAs, with the maximum reduction at 72 h post-transfection, after that, the cells were incubated with 125 nM of TPL for 4 h and evaluated by immunoblot and flow cytometry (figure 7*a–e*, left panels). Depletion of the mRNAs encoding for *ID2*, *CRY2* and *HEXIM1* significantly reduced the viability of TPL-treated NT and TAM cells as compared to cells incubated with scrambled siRNAs or TPL alone (figure 7*a–c*, middle panels). Different from *ID2, CRY2, HEXIM1* depletion, silencing lncRNA *LOC730101* resulted in diminished cell viability, even in the absence of TPL, but the effect of silencing this lncRNA, intensified the killing capacity of TPL in both NT and TAM cells (figure 7*e*, middle panel). Surprisingly, reducing the levels of *EPAS1* (*HIF-2A*) RNA did not result in the enhanced killing capacity of TPL (figure 7*d*, middle panel). Unlike NT cells, the majority of surviving TAM cells underwent at least one round of proliferation less than NT transformed cells following RNA silencing of all genes (including *EPAS1*) and TPL treatment, or even two (figure 7*a–e*, right panels), In summary, these results show that depletion of some genes overexpressed in response to TPL sensitizes cells to TPL treatment; therefore, these genes are possible targets to enhance the killing effect of TPL on cancer cells.

**Figure 7.**
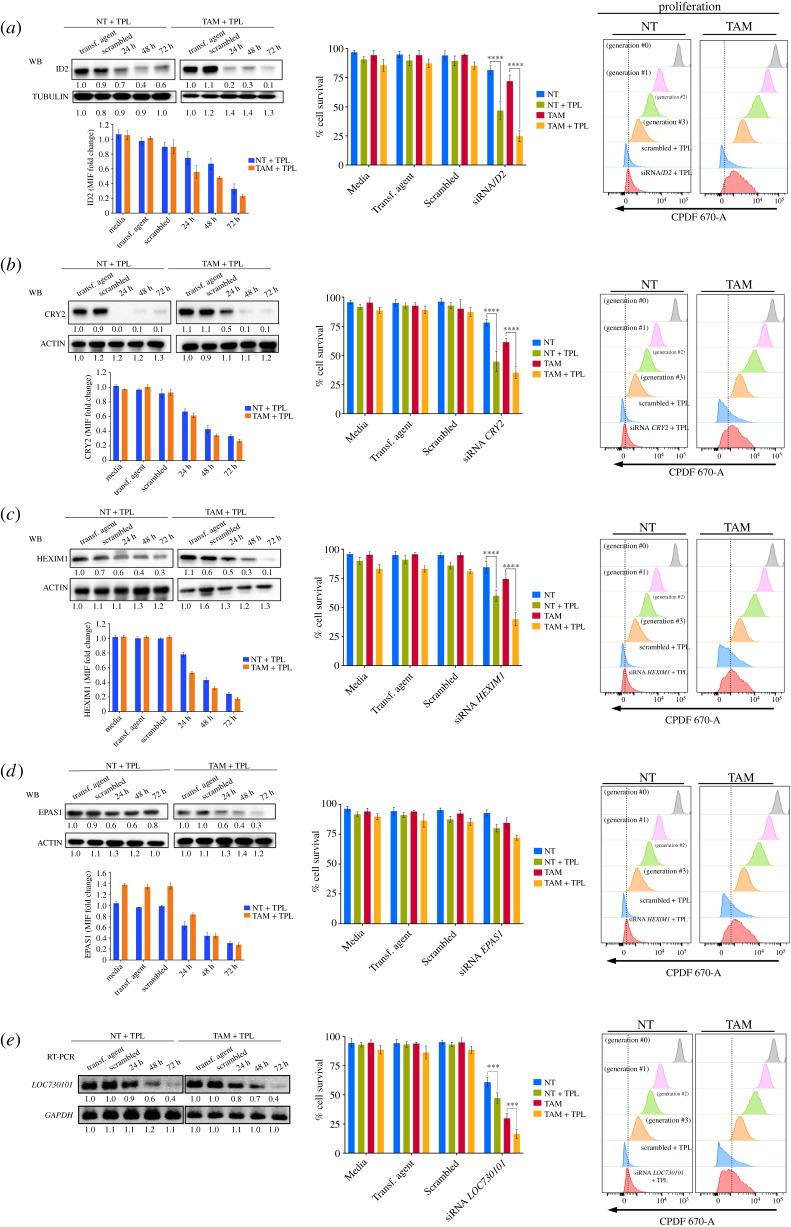
Depletion of transcripts of overexpressed genes by transcriptional stress enhances the sensitivity to TPL. *ID2, CRY2, HEXIM1*, *EPAS1* and *LOC730101* were depleted by incubating the corresponding siRNAs at different times. After that, the cells were incubated with 125 nM of TPL for 4 h. The depletion of each protein product was determined by Western blot analysis and by cytometry. In the case of the *LOC73101* transcript, its depletion was analysed by RT-PCR. The effect on cell survival and proliferation were also analysed by flow cytometry and the results indicated in the figure. (*a*) ID2 analysis. (*b*) CRY2 analysis. (*c*) HEXIM1 analysis. (*d*) EPAS analysis. (*e*) LOC730101 analysis. Cell survival and proliferation only show the effect of TPL after incubation of the corresponding siRNA by 72 h. The name of each gene is indicated in the corresponding panel. Densitometric analyses were performed using actin or *GAPDH* as a loading control in western blot and RT-PCR, respectively; the relative quantification is indicated under each blot and the data showed as a representative example from three biological replicates. Graphs show mean values ± s.d. (standard deviation). Significant differences were analysed by *t*-test. Statistical significance is indicated (****p < 0.0001 or ***p < 0.001).

## 3. Discussion

The use of different chemical and physical agents is still the most common approach for killing cancer cells. The mechanism of action of chemotherapy drugs will directly kill cancer cells or stop their proliferation by inducing a cellular response linked to the mechanism of action of the drug. Substances such as TPL and THZ1 that directly impact the activities of TFIIH have a high potential for use in cancer treatment. In this study, we performed a systematic analysis of the effects and response to these drugs, primarily TPL, in the MCF10A-ErSrc oncogenesis model. Our results strongly suggest that TAM tumour cells exhibited increased sensitivity to TPL or THZ1 as compared to their NT counterparts and that the combination of both drugs had a synergic effect on cell death. From a mechanistic point of view, we found that even though TPL and THZ1 directly affect transcription initiation by RNAPII of the majority of genes, specific genes are overexpressed as a result of the transcriptional stress to which the cells are submitted upon treatment with these drugs, underscoring the possibility to target these genes in conjunction with TFIIH inhibitors to kill cancer cells.

In this oncogenic model, both TPL and THZ1 were found to kill cells via apoptosis, stop proliferation one replication cycle earlier in TAM cells than in NT cells and arrest cells in G_1_. Co-treatment with TPL and THZ1 had a synergic effect on cell viability. Interestingly, the combination of TPL and THZ1 killed preferentially the transformed (cancerous) cells with high efficacy. These results also suggest that the simultaneous use of substances that affect different TFIIH functions is an interesting alternative to treat cancer and opens the possibility of searching for new drugs that may affect other TFIIH subunits, particularly if we consider the hepatotoxic effect of TPL and its derivatives [55].

Inhibition of transcription by TPL induces the proteasome-dependent degradation of RNAPII [56,57]. It has been proposed that TPL induces the degradation of the polymerase following phosphorylation of POLR2A, the largest subunit of RNAPII by CDK7 [56]. We report here that incubation with TPL induced the degradation not only of RNAPII but also of XPB as well as of p52 and p8, but it did not affect other TFIIH subunits. THZ1, which inhibits the kinase activity of CDK7, did not have any effect on the RNAPII and TFIIH protein levels.

It is known that the interaction of XPB with p52 and p8 modulates its ATPase activity [31,33,58], and the recently solved structure of the TFIIH core shows that the N-terminal domain of XPB and the clutch domain of p52 have a similar fold and form a symmetric dimer. This interaction is not close to the ATPase domain, suggesting that regulation of ATPase activity occurs through the combined interaction of p52 and p8 with XPB [34]. Accordingly, our findings show that the covalent binding of TPL to the ATPase domain of XPB destabilizes its interaction with p52, hindering the assembly of the subunits. Furthermore, our computational study allowed us to propose that the dissociation/degradation of the XPB–p52–p8 submodule is mainly caused by the separation of XPB HD1–HD2 induced by the presence of TPL at the domain interface. Additionally, these results suggest that in the context of TFIIH, XPB, p52 and p8 form a submodule that is stable only when the three subunits are interacting and that the other TFIIH modules are not affected in its absence. This idea is consistent with the conformation and organization model described in the recently solved structure of the TFIIH core [34].

Intriguingly, degradation of RNAPII, as well as the XPB–p52–p8 submodule was accelerated in TAM cells incubated with TPL. Thus, it is feasible the mechanism that increases the sensitivity of TAM cells to TPL is partially due to the high proliferation rate of these cells, the turnover of these proteins is not fast enough to compensate for RNAPII depletion and, as a consequence, the effect on global transcription is enhanced.

Several reports on the effect of TPL using PRO-Seq and GRO-Seq have shown that the immediate effect is the reduction in transcription initiation of at least 90% of genes [22,23]. These studies were performed after short incubation times, with extremely high concentrations (10–500 µM) of TPL, but when the levels of RNAPII were not affected. We analysed the transcriptome of NT and TAM cells under conditions in which the levels of RNAPII were reduced by half, with a minor effect in cell viability. However, we detected that many transcripts were downregulated and many others were upregulated. These results correlate with our data in *Drosophila,* in which both up- and downregulated transcripts were observed in p8 and p52 mutant organisms [37,38]. Interestingly, the increase in the levels of several specific genes in response to TPL also occurred in other breast cancer cell lines. In similarity with our results, it has been documented that UV irradiation causes the degradation of the RNAPII, but with the remaining RNAPII, the cell overexpresses specific genes a response to this insult. A similar situation may be operating as a response to TPL [59]. Furthermore, our ChIP-Seq results showed that the increase in the RNA levels of many genes was correlated with an increase in the occupancy of RNAPII on the corresponding promoters as well as in the gene bodies and qRT-PCR of intronic sequences confirmed that it is due to an enhancement of transcription. This is supported by the fact that the corresponding protein products of the genes analysed here also increase after the TPL treatment. An explanation for this phenomenon could be that, as recently reported [60], TPL inhibits transcription by its interaction with XPB, but if XPB is not present, then transcription is not inhibited. In support of this hypothesis, we found that TPL induced degradation of the XPB–p52–p8 submodule. Although it is feasible that under our experimental conditions, some genes were not affected by TPL, probably because some genes do not require XPB as it has been shown in yeast [15], this hypothesis is not supported by the observation that the response is the overexpression of specific genes, with a significant increase in the corresponding RNA levels and protein products. In addition, we observed that numerous genes upregulated by TPL were also upregulated in cells treated with THZ1, which inhibits CDK7 but does not affect the levels of the TFIIH subunits or RNAPII. Therefore, our data evidence that TPL and THZ1 activate a mechanism of gene response to transcriptional stress in treated cells.

TPL is a very effective substance for killing cancer cells, and related compounds are now in clinical phases of development. However, one of the problems with the use of TPL in patients is that it is highly toxic, and off-target effects cannot be ignored [20,55]. Therefore, finding new targets to enhance the effect of reduced concentrations of TPL is very attractive. Here, we analysed only five of many other possible targets found to be overexpressed in response to TPL and in four, its depletion enhances the toxic effect of TPL at low concentrations. These results suggest that many of the other gene products overexpressed in response to TPL may improve the anti-tumoural capacity of TPL, opening a new avenue to complement the attack on the transcriptional addiction of cancer cells.

Although treatment with TPL at high doses eventually killed most TAM cells, the circumstances may be different under *in vivo* conditions, and it is possible that many of the cancerous cells in the tumour are exposed to lower concentrations of TPL, allowing them to respond to transcriptional stress, by upregulating the transcription level of some of the genes we report. This gene response is relevant for the treatment of tumours by TPL or THZ1, more so considering that some genes that we found to be over-activated encode factors that promote tumourigenesis and/or metastasis and suggest that transformed cells might rapidly develop resistance to TPL/THZ inhibitors.

In conclusion, the results presented here show that cells have the capacity to respond to the transcriptional insult caused by TPL by overexpressing some genes. Some of these genes are also overexpressed in response to THZ1, and these genes are possible targets in combination with TPL to preferentially kill cancer cells. However, this study also invokes several questions. For instance, does the depletion of genes overexpressed in response to transcriptional stress also enhance the effect of THZ1 on cancer cells? What is the mechanism that potentiates the effect of TPL by depleting genes that have different functions, such as *ID2, HEXIM1* and *CRY2*? Is the overexpression of some genes by TPL is achieved via only one specific response pathway, or are many pathways involved? The answers to these questions will be relevant in understanding the response to chemotherapy based on transcription inhibitors used in cancer.

## 4. Material and methods

### 4.1. Cell lines

MCF10A-ERSrc cell line was donated by Dr Struhl. Cells were treated with 2 µM tamoxifen [28] and morphological transformation is observed within 36–72 h. MCF10A and MCF10A-ER-Src cells were cultured in DMEM/F12 medium supplemented with: 5% donor horse serum (charcoal stripping fetal bovine serum was prepared following Struhl's group protocol for the MCF10AEr-Src cell line (https://www.encodeproject.org/documents/ae279a0c-4d69–4d46-afa1-33d9657c0ea2/@@download/attachment/MCF-10A_Struhl_protocol.pdf), while the heat inactivated serum was employed for the MCF10A line), 20 ng ml^−1^ epidermal growth factor, 10 µg ml^−1^ insulin, 100 µg ml^−1^ hydrocortisone, 1 ng ml^−1^ cholera toxin, 1% pen/step, with the addition of puromycin (only in the line MCF10AEr-Src) [28,61]. MDA-MB-231, MCF7 and HEK-293 cells lines were grown in DMEM, 10% FBS and 1% pen/step [36,62].

### 4.2. Chemicals

Tamoxifen, 4-Hidroxytamoxifen (Sigma, Cat. H790); Triptolide (Tocris Cat. 3253) and THZ1 (APExBIO, Cat. A8882).

### 4.3. Western blotting

Cell extracts were prepared as described in Gurrion *et al.* [63]. Antibodies used were: 8WG16, H14, Phospho-STAT3, TBP, CDK7, MAT1, CYCLIN H, XPB, p52, p62, XPD, p8, EPAS, ID2, CRY2, HEXIM1, ACTIN and TUBULIN (electronic supplementary material, table S4). Horseradish peroxidase-coupled secondary antibodies (Invitrogen, 1 : 3000) were used for chemiluminescence detection through Thermo Scientific Pierce ECL. The images were taken with the Gel Doc XR+ system (Bio-Rad). Experiments were performed by at less three independent biological replicates.

### 4.4. RT-PCR or qRT-PCR

Total RNA was extracted with TRizol (Invitrogen) and equal quantity from each sample was used. cDNA synthesis was performed in a reaction mix containing 1 µg of total RNA, oligo-dT, random primer and M-MLV Reverse Transcriptase (Invitrogen). For the intron cDNA same condition were used, except for 3 µg of total RNA and specific oligo. qPCR analyses were performed with LightCycler FastStart DNA Master^PLUS^ SYBR Green I and the LightCycler 1.5 Instrument (Roche). Relative expression level of each analysed gene was calculated by 2^−ΔCt^, where ΔCt = (Ct target gene − Ct control gene), using *GAPDH* as an internal control [64]. Transcript abundance quantification and DNA number copies were measured by triplicate and three independent biological replicates were analysed. Primers are described in electronic supplementary material, table S4.

### 4.5. siRNA assays

siRNA-silencing was performed according to Dharmacon instructions. The siRNAs used were: *CRY2* (Cat. L-014151-01-0010), EPAS1 (Cat. L-004814-00-0010), *HEXIM1* (Cat. L-012225-01-0010), *ID2* (Cat. L-009864-00-0010), *LOC730101* (Cat. R-189565-00-0010) and Scrambled (Cat. D-001810-10-20). siRNAs were used in a 25 and 50 nM final concentration for 24–72 h and then mRNA or protein analysis were performed by western blot and flow cytometry. Experiments were performed by at less three independent biological replicates.

### 4.6. Flow cytometry

For proliferation assays, cells were loaded with the Cell Proliferation Dye eFluor 670 (Invitrogen, Cat. 65-0840). Viability and Apoptosis assays were according to manufacture: Fixable Viability Dye eFluor 780 (Invitrogen, Cat. 65-0865) and Biolegend Pacific Blue Annexin V or FITC Annexin V (BioLegend, Cat. 640918 or Cat. 640906, respectively). Intracellular protein staining was performed as previously described [65]. Cell cycle assays were performed staining the cells with DAPI 5 µg ml^−1^ in PBS for 30 min at 37°C. Samples were acquired on a BD FACSCanto II or BD FACs Aria Fusion flow cytometer with the BD FACSDiva software and analysed using the FlowJo v10.5.3. Experiments were performed by three independent biological replicates.

Cell viability data was analysed for cooperative effects between TPL and THZ1 using the method implemented by Chou & Talalay [30,66]. CI and Fa values were calculated using CompuSyn software (available for free download from www.combosyn.com). CI values = 1 indicate an additive effect, and C < 1 and C1 > 1 indicate synergism and antagonism, respectively.

### 4.7. Split-GFP assays

Plasmids pCNV_GFP1-9-OPT, pcDNA_GFP10-GCN4 and pcDNA_GCN4-GFP11, were donated by Dra. Cabantous [36]. Stable transfection was performed in the HEK-293 cells of pCNV_GFP1-9-OPT plasmid using lipofectamine 3000. GCN4 sequences were removed with the restriction enzymes *Bspe*I:*Xba*I for pcDNA_GFP10-GCN4 and *Not*I:*Cla*I for pcDNA_GFP11-GCN4. *p52* (NM_001517) and *XPB* (NM_000122) were amplified from cDNA and inserted into *Mre*I:*Xba*I and *Not*I:*Cla*I cloning sites of pcDNA_GFP10 and pcDNA_GFP11 vectors, respectively.

HEK-293_GFP1–9 cells were co-transfected with 1.5 mg of each plasmid: p52–GFP10 and GFP11–XPB. Thirty-six hours after transfection, cells were visualized in the Olympus FV1000 Multi-photonic confocal microscope 60X. On the other hand, TPL at different concentration was added to co-transfected cells 8 h later and 36 h afterwards cells were stained for viability. As negative control the plasmids GCN4-GFP10 and GFP11-GCN4 with the same conditions were used. Experiments were performed by at less three independent biological replicates.

### 4.8. RNA-Seq and bioinformatic analysis

Here 8 × 10^6^ cells were treated with TPL 125 nM or DMSO 4 h. Experiments were performed by two independent biological replicates. Total RNA was extracted with TRIzol (Invitrogen) according to manufacturer's protocol. Poly-A enriched RNA was sequenced using Illumina HiSeq™ 2000 by the Beijing Genomics Institute (BGI). Briefly, mRNA enrichment was performed using oligo(dT), mRNA was fragmented and were used as template for the synthesis of cDNA by reverse transcription. The Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System were used in quantification and qualification of the sample libraries. Libraries were sequenced in Illumina HiSeq2000. Bowtie2 v. 0.9.6 [67], was used to map clean reads to reference gene and BWA v. 0.7.13 [68] to reference genome *hg19*. Sequencing reads were checked with FastQC v. 0.11.7. Expression levels were quantified using FPKM by RSEM v. 1.3.0 [69]. Differential expression data were filtered using FDR ≤ 0.001 [70], and log_2_ FC ≥ 1.2. Gene expression analyses were performed using scripts in R v. 3.5.1. Analysis details are available upon request.

### 4.9. ChIP-Seq and bioinformatic analysis

Cells were treated with TPL 125 nM or DMSO for 4 h. ChIP-Seq was performed according to a previously published protocol [71] and experiments were performed by two independent biological replicate (electronic supplementary material, figure S6). Briefly, cells were cross-linked with 1% PFA at room temperature for 10 min and sonicated for 11 cycles (30 s ON/OFF, Diagenode Bioruptor Pico bath sonicator). 5% of the lysate was reserved as Input. Lysate was incubated with 5 mg of the antibody (8WG16) or irrelevant rabbit IgG (Invitrogen). Library construction and Illumina sequencing were performed using Illumina HiSeq SE50 platform at BGI.

Briefly, data filtering included removing adaptor sequences, contamination and low-quality reads from raw reads by BGI programs, like SOAPnuke filter. Clean data were mapped to the reference genome (*hg19*) by SOAPaligner/SOAP2 [72]. MACS2 v. 1.4.2 [73] was used to call peaks and generate Bedgraph files that show fold change enrichment over input. Bedgraph files were then converted into BigWig files and uploaded to UCSC Genome Browser for visualization.

HOMER (Next-Generation Sequencing Analysis; *annotatePeaks.pl*) [74] was used to annotate the peaks to the genome. Difference in RNAPII enrichment between TPL-treated and control cells we performed a differential binding analysis using HOMER (getDiffExpression.pl). Differential expression data were filtered using log_2_ FC ≥ 1. Graphic representation of the data was performed using R v. 3.5.1 and GraphPad Prism v. 7. Analysis details are available upon request.

### 4.10. Correlation of ChIP-Seq and RNA-Seq analysis

To perform a correlation between RNA-Seq and ChIP-Seq analyses, we considerate only the RNAPII peaks located a ± 1 kb window spanning the Transcription Start Site (TSS). Differential expression data were filtered using log_2_ FC ≥ 1 for ChIP-Seq and log_2_ FC ≥ 1.2 for RNA-Seq. Graph was made GraphPad Prism (figure 4*c*). Correlation value (CV) represents the similarity degree between ChIP-Seq and RNA-Seq data.

Accession number for raw and processed ChIP-Seq and RNA-Seq data reported in this paper is GEO: GSE135256.

### 4.11. Molecular dynamics

The cryo-electron microscopy structure of *Homo sapiens* TFIIH (PDB ID: 6NMI [34]) was retrieved from the Protein Data Bank (figure 2*b*). The isolated XPB–p52–p8 submodule was employed to perform the covalent docking of the optimized TPL structure into Cys342 residue of the XPB component employing the AutoDock v4.2 [75]. The Apo and two holo (TPL-bound) forms of XPB–p52–p8 submodule were submitted to 100 ns all-atom molecular dynamics (MD) simulations using the CHARMM36 force field [76] implemented in the GROMACS 5.1.4 package [77]. (For more details, see electronic supplementary material, *methods* and electronic supplementary material table S5.)

## Supplementary Material

supplementary material- Figures

Reviewer comments

## Supplementary Material

Table S1

## Supplementary Material

Table S2

## Supplementary Material

Table S3

## Supplementary Material

Table S4

## Supplementary Material

Table S5

# Supplementary material for: Disruption of TFIIH activities generates a stress gene expression response and reveals possible new targets against cancer
**Source:** Open Biol. 2020 Jun 17;10(6):200050. doi: 10.1098/rsob.200050
**Supplement:** supplementary material- Figures

**ELECTRONIC SUPPLEMENTARY MATERIAL**

**1. Molecular dynamics methods**

*II.1.1. Model preparation*

The cryo-electron microscopy (cryo-EM) structure of *Homo sapiens* TFIIH (PDB ID: 6NMI^1^) was retrieved from the Protein Data Bank (PDB). Not solved side-chains were completed with WHAT-IF server^2^. The missing loops were modelled using MODELLER v9.17^3^. For covalent molecular docking and molecular dynamics (MD) simulations, only the XPB-p52-p8 submodule of the TFIIH complex was used. Figure S3*a* depicts a tridimensional structure of the submodule coloring the XPB component by its four domains: N-terminal domain (NTD), DNA recognition domain (DRD) and helicase domains (HD1 and HD2). The highly flexible loop of XPB that interacts with MAT1 (aa 200 to 265) was omitted during the MD to avoid artifacts during the simulations.

*II.1.2. Covalent molecular docking*

*Ligand preparation*. A preoptimized 3D conformer of TPL was retrieved from the PubChem database^4^. Based on previous TPL reactive sites reported by He *et al.*^5^, a total of five TPL-Cys complexes were constructed by covalently linking the sulfur of the cysteine with each of the following carbons: C4, C7, C9, C11 and C12 (see Supplementary Fig S3a). The five TPL-Cys complexes were optimized using the MMFF94 force field (mmff94) implemented in the *obminimize* module of the OpenBabel toolbox^6^. A further geometry optimization of the complexes were carried out with the B3LYP functional as implemented in Gaussian 09 package.^7,8^ Finally, Gasteiger-Marsili atomic partial charges and AutoDock atom types were assigned with the MGLTools v1.5.6 package^9^ for the PDBQT generation.

*Protein preparation.* Polar hydrogens, Gasteiger-Marsili atomic partial charges and AutoDock atom types were computed for the XPB-p52-p8 submodule employing the MGLTools v1.5.6 package.^9^

*Protein-Ligand preparation.* Each TPL-Cys complex was oriented relative to the position of Cys342 residue located in the XPB subunit of the submodule and assigned as a flexible residue of the protein.

*Molecular docking*. The oriented TPL-Cys complexes were docked into XPB using the covalent docking protocol of AutoDock v4.2 software.^10^ First, covalent docking of the TPL was performed in Cys352 taking into account the flexibility of residues located in the first (TBS1: W493, Q497, Q638, Q683, Y685) and second (TBS2: K346, N366, Q373, E442, Q638, R642) possible TPL binding sites (TBSs, Supplementary Fig S3a). For each complex, a total of 50 runs were performed with a maximum number of 25,000,000 energy evaluations and 27,000 generations using the Lamarckian genetic algorithm as a search method. The most representative conformations of the binding site residues were clustered and employed for a second covalent docking using the same search parameters but giving flexibility only to TPL-Cys complexes. The latter was carried out to define the docking score of each of the resulting XPB-TPL complexes from considering different orientations of the residues in the TBSs (Supplementary Table S5).

*XPB-TPL selection*. The covalent docking results suggest that the formation of the Cys-TPL complex is less likely to occur at the C9 position of TPL due to the high score values recorded for this reactive site in both TBSs. For TBS1, we observed that TPL has a high probability of forming a stable complex by reacting with Cys342 at positions C7, C11 and C12. On the other hand, in the TBS2 site TPL has the probability of forming the covalent bond with any of the five positions. A study conducted by He *et al.*^5^ demonstrated, using different XPB variants and TPL analogues, that the C12 site of TPL (TPL_C12_) is the one that forms the covalent bond with Cys342. Our covalent molecular docking results, along with this experimental data, suggest that the TPL forms a covalent bond with Cys342 through its C12 reactive site and has two possible binding sites at the HD1-HD2 interface of XPB (Supplementary Fig S3b). We extracted the best ranked binding modes of TPL_C12_-Cys for the construction of the protein-ligand complexes with the XPB-p52-p8 submodule.

*II.1.3. Molecular dynamics simulations*

The apo and the two TPL-bound structures of XPB-p52-p8 submodule were evaluated through 100 ns of atomistic MD simulations using the AMBER99SB-ILDN force field^11^ implemented in the GROMACS 5.1.4 package^12^. Topology and TPL_C12_-Cys atom types were parametrized in the amber framework with the ACPYPE interface^13^ and included in the GROMACS parameter files to be recognized as an amino acid. The three models were solvated using a TIP3P water cube and neutralized with a NaCl solution 0.15 M. The systems were submitted to a mild minimization using the *steepest descent* and *conjugate gradient* algorithms. Following the minimizations, each system was heated to 300 K and equilibrated for 1,000 ps in a canonical ensemble (NVT) using the Nosé-Hoover thermostat^14^. The systems were further equilibrated for 1,000 ps at 1 bar in a isothermal-isobaric ensemble (NPT) with the Parrinello-Rhaman barostat^15^. Finally, each system was submitted to 100 ns non-restrained NPT production runs with a 0.002 ps timestep and recorded every 5 ps. The neighbor list was updated every 20 steps and non-polar hydrogen bonds were constrained using the LINCS algorithm^16^. The Lennard-Jones potential was set using a shift function between 1.0 and 1.2 nm, and electrostatic interactions were calculated within a cutoff radius of 1.2 nm. The long ranges electrostatic interactions were calculated with the particle mesh Ewald (PME) method using a Fourier grid spacing of 1.2 nm.^17^

From each MD simulation, we calculated the backbone root-mean-square deviations (RMSD, Supplementary Fig S3c) and the number of contacts formed between the HD1 and HD2 domains of XPB (Num of Contacts*,* Supplementary Fig S3d) using the GROMACS built-in tools. A RMSD-based clustering analysis showed that TPL, initially placed in the TBS1 site, was shifted to TBS2 during the simulation (Supplementary Fig S3e). The latter suggests that there is a greater probability that TPL is oriented towards TBS2 than to TBS1. Finally, we calculated the occupied fraction of HD1 and HD2 residues located within 3.5 Å of TPL and between the each other (Supplementary Fig 3f and S3g). The 3D figures and plots were generated with PyMOL v0.9^18^ and Gnuplot 5.0^19^, respectively.

**References**

1. Greber, B. J., Toso, D. B., Fang, J. & Nogales, E. The complete structure of the human TFIIH core complex. *Elife* **8**, 1–29 (2019).

2. Vriend, G. WHAT IF: a molecular modeling and drug design program. *J. Mol. Graph. Model.* **8**, 52–56 (1990).

3. Webb, B. & Sali, A. Comparative protein structure modeling using MODELLER. *Curr. Protoc. Bioinforma.* **47**, 5.6.1-5.6.32 (2014).

4. National Center for Biotechnology Information. PubChem Compound Database. (2017).

5. He, Q. L. *et al.* Covalent modification of a cysteine residue in the XPB subunit of the general transcription factor TFIIH through single epoxide cleavage of the transcription inhibitor triptolide. *Angew. Chemie - Int. Ed.* (2015). doi:10.1002/anie.201408817

6. O’Boyle, N. M. *et al.* Open Babel: An Open chemical toolbox. *J. Cheminform.* **3**, 1–14 (2011).

7. Frisch, M. J. . *et al.* Gaussian 09, Revision E.01. *Gaussian, Inc., Wallingford CT* (2009).

8. Zhu, S., Yan, L., Ji, X. & Lu, W. Conformational diversity of anthracycline anticancer antibiotics: A density functional theory calculation. *J. Mol. Struct. THEOCHEM* **951**, 60–68 (2010).

9. Morris, G. M. *et al.* AutoDock4 and AutoDockTools4: Automated docking with Selective Receptor Flexibility. *J. Comput. Chem.* **30**, 2785–2791 (2009).

10. Bianco, G., Forli, S., Goodsell, D. S. & Olson, A. J. Covalent docking using autodock: Two-point attractor and flexible side chain methods. *Protein Sci.* **25**, 295–301 (2016).

11. Lindorff-Larsen, K. *et al.* Improved side-chain torsion potentials for the Amber ff99SB protein force field. *Proteins Struct. Funct. Bioinforma.* **78**, 1950–1958 (2010).

12. Abraham, M. J. *et al.* GROMACS: High performance molecular simulations through multi-level parallelism from laptops to supercomputers. *SoftwareX* **1**–**2**, 19–25 (2015).

13. Sousa da Silva, A. W. & Vranken, W. F. ACPYPE - AnteChamber PYthon Parser interfacE. *BMC Res. Notes* **5**, 367 (2012).

14. Braga, C. & Travis, K. P. A configurational temperature Nosé-Hoover thermostat. *J. Chem. Phys.* **123**, 0–15 (2005).

15. Parrinello, M. & Rahman, a. Strain fluctuations and elastic constants. *J. Chem. Phys.* **76**, 2662 (1982).

16. Hess, B., Bekker, H., Berendsen, H. J. C. & Fraaije, J. G. E. M. LINCS: A linear constraint solver for molecular simulations. *J. Comput. Chem.* **18**, 1463–1472 (1997).

17. Darden, T., York, D. & Pedersen, L. Particle mesh Ewald: An N⋅log(N) method for Ewald sums in large systems. *J. Chem. Phys.* **98**, 10089 (1993).

18. DeLano, W. L. The PyMOL Molecular Graphics System, DeLano Scientific LLC,Palo Alto, CA. http://www.pymol.org (2007).

19. Williams, T. & Kelley, C. Gnuplot: an interactive plotting program. (2016).

**2. Supplementary Figures**

**
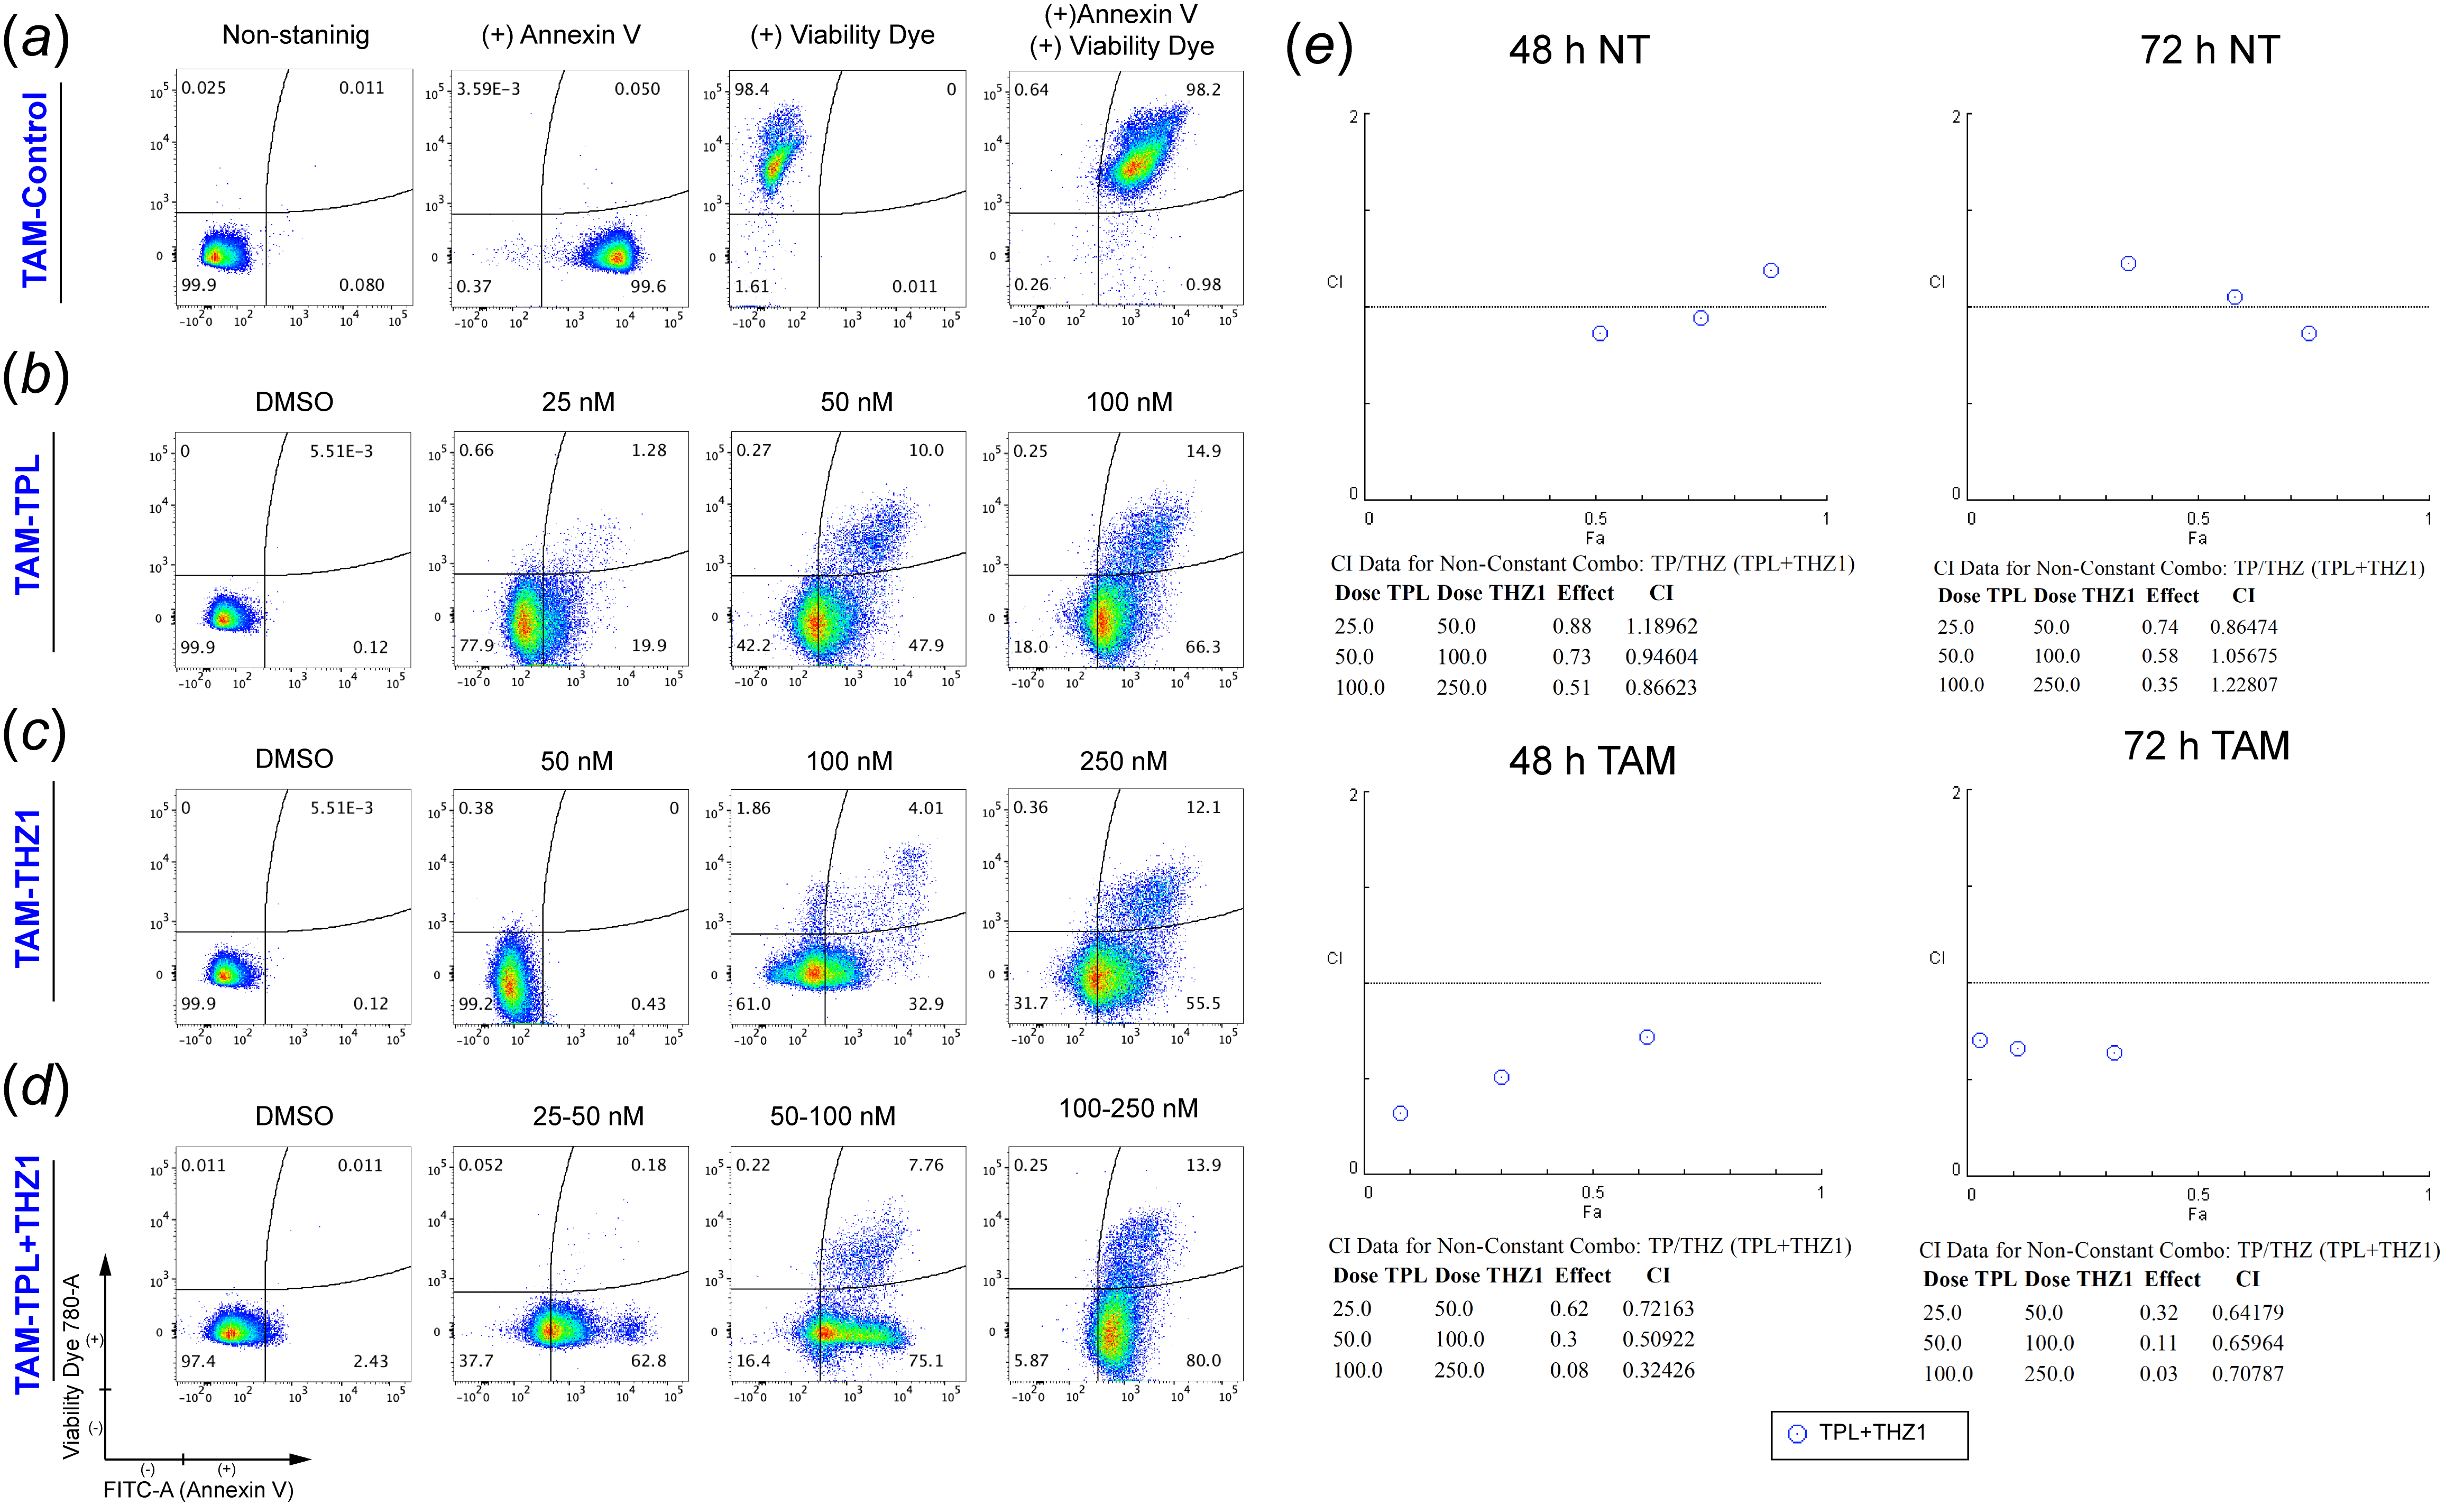
**

**Figure S1.** Triptolide (TPL), THZ1, and TPL/THZ1 combinatory, treatments induce apoptosis in MCF10A-ErSrc cells. Apoptosis was determined by Annexin-FITC (x-axis) and cell viability by Viability Dye 780 (y-axis). (*a*) TAM cells used as a control to define the quadrants. (*b*) TAM cells treated with TPL for 72 h at 25, 50 and 100 nM. (*c*) TAM cells treated with THZ1 for 72 h at 50, 100 and 250 nM. (*d*) TPL/THZ1 combinatory treatment, 25/50, 50/100 and 100/250 nM of each substance. Plots showed as a representative example from three biological replicates. (*e*) Drug combination index (CI) with respect to the fraction affected (Fa) for the viability effect of TPL+THZ1 calculated with Chou-Talalay equation using CompuSyn software.

**
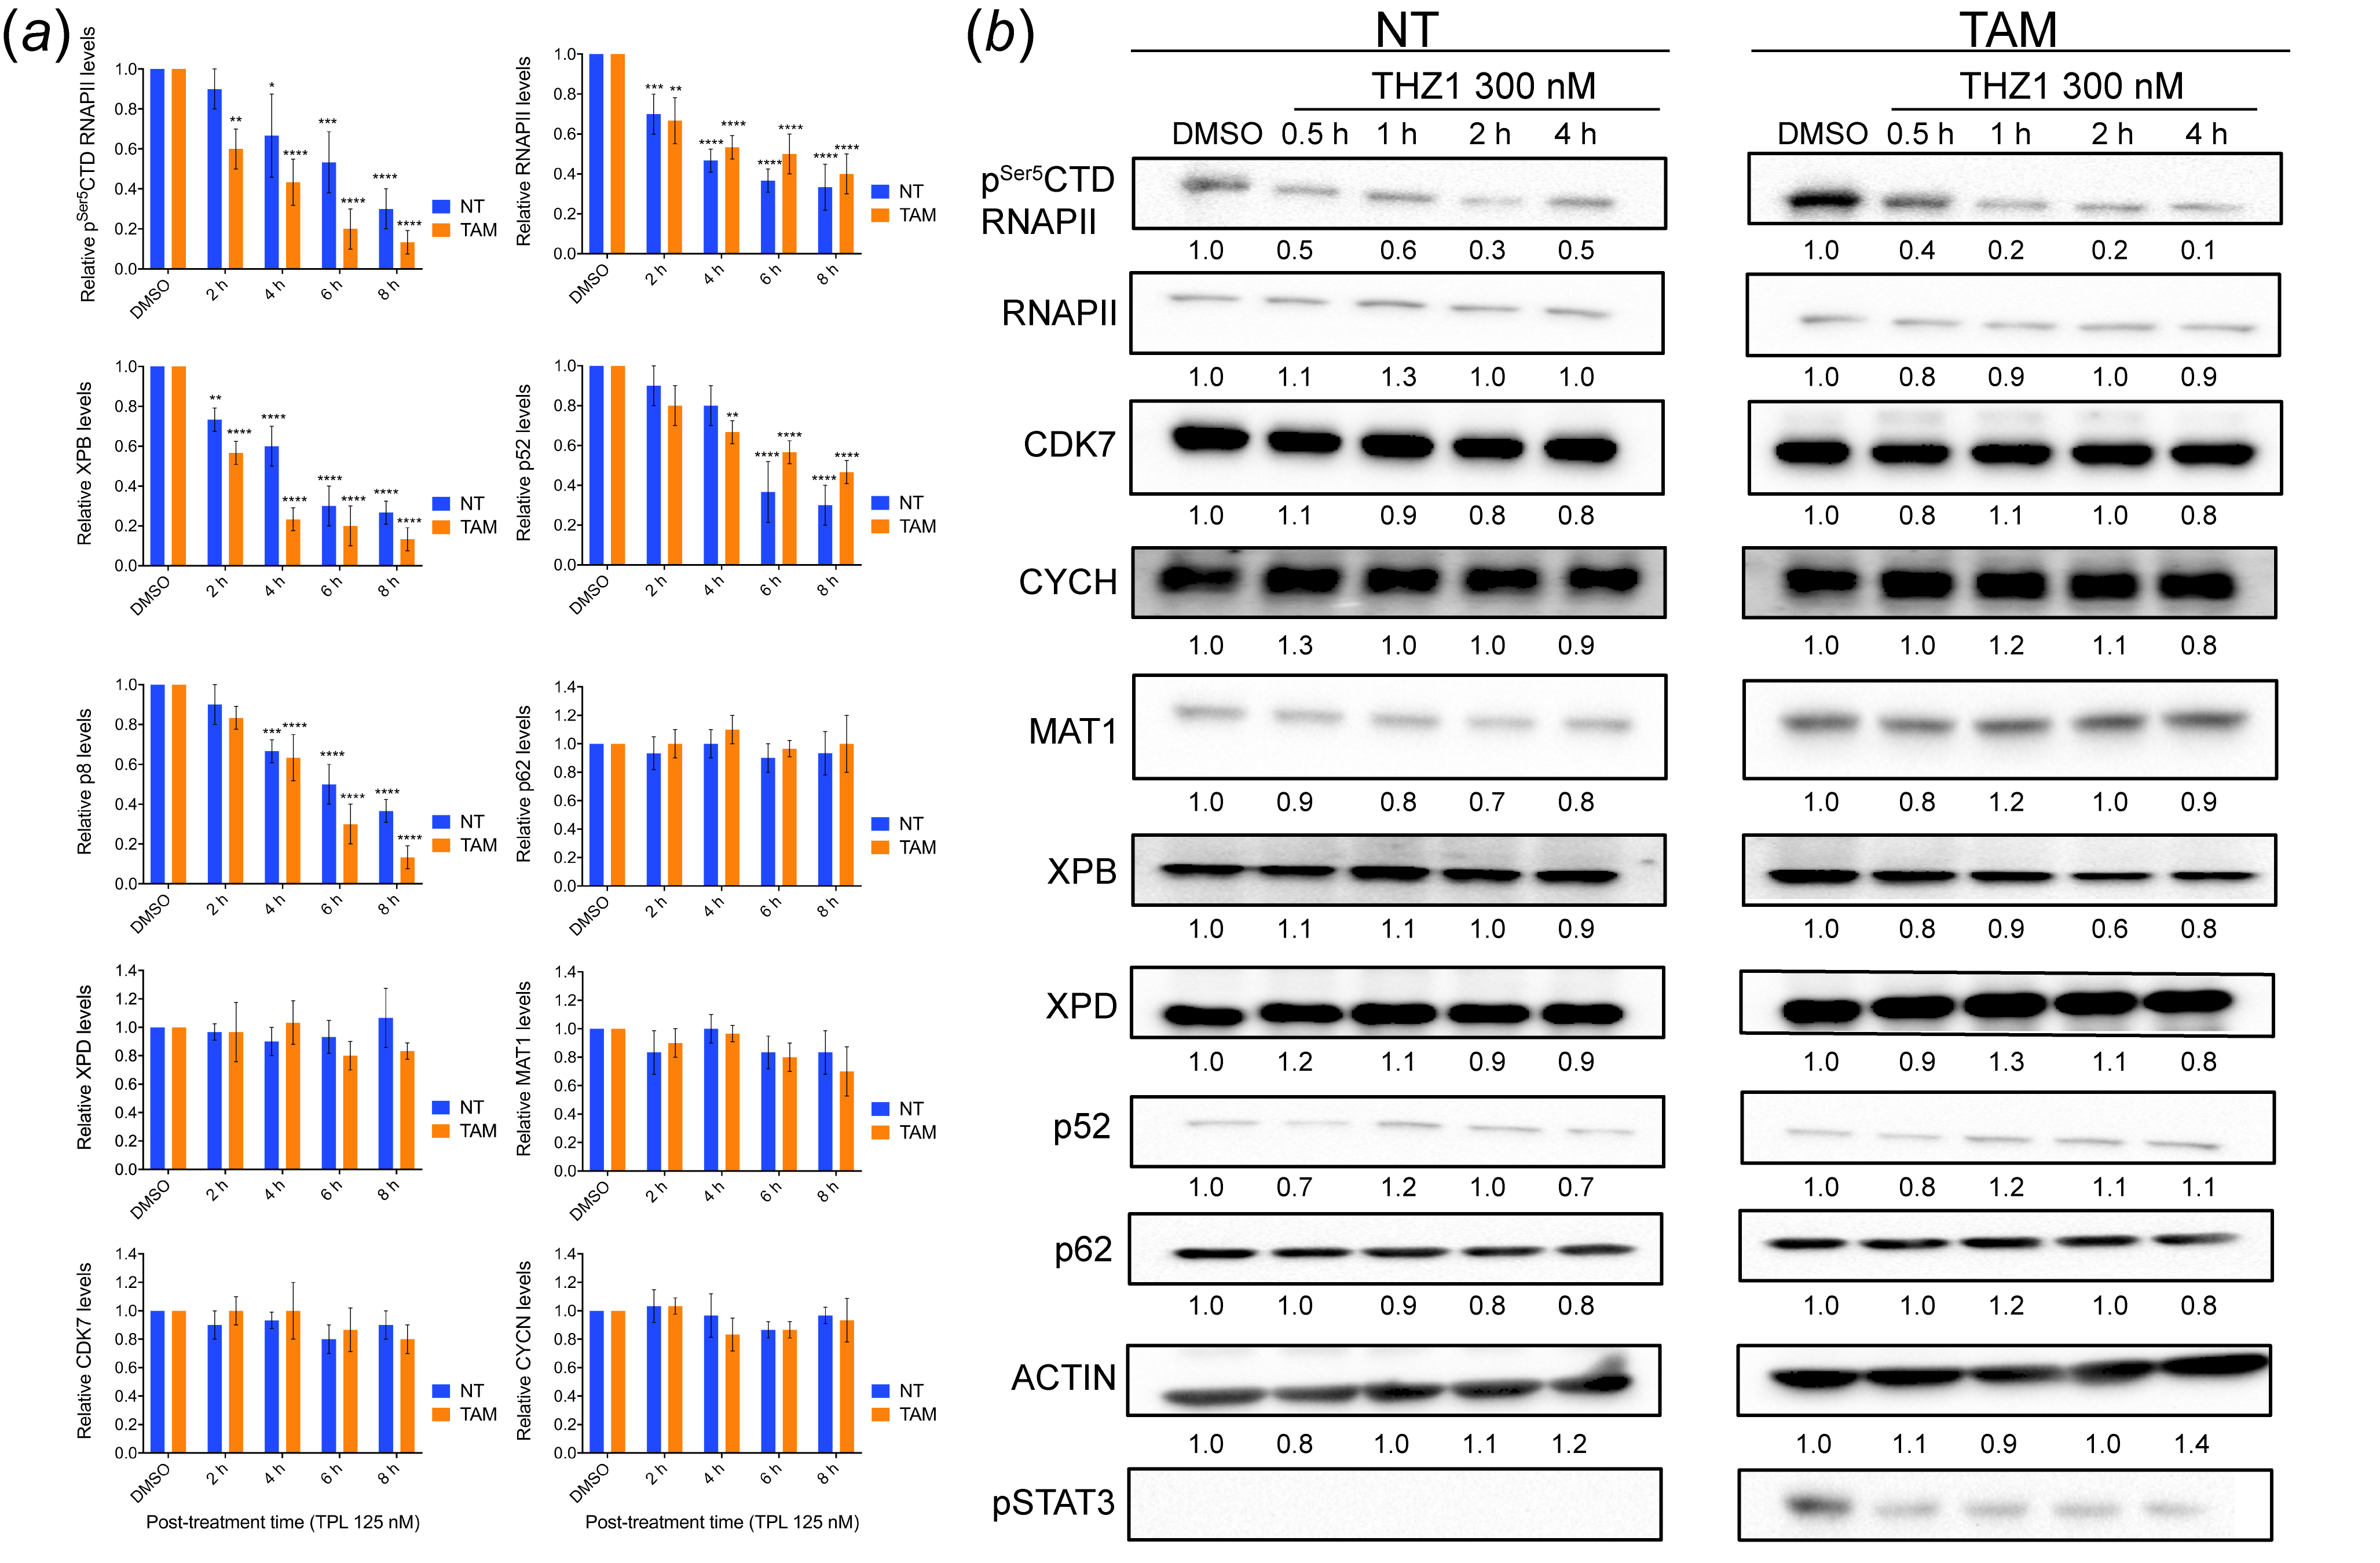
**

**Figure S2.** Effect of TPL and THZ1 on TFIIH. (*a*) Densitometric analysis of RNAPII, p^Ser5^CDT RNAPII, and some TFIIH subunits (XPB, p52, p8, p62, XPB, MAT1, CDK7, and CYCH) normalized against tubulin or actin protein levels.  The graphs show mean values ± SD (Standard Deviation) of three biological replicates. Significant differences were analyzed by Two-way ANOVA with corrections for multiple comparisons, always comparing with the DMSO column. Statistical significance is indicative **P<0.01, ***P<0.001 or ****P<0.0001. (*b*) Tamoxifen-treated (TAM) and Non-Treated (NT) cells incubated with THZ1 (300 nM) at 0.5, 1, 2 and 4 h in comparison with the control with DMSO for 4 h. The levels of RNAPII, p^Ser5^CDT RNAPII, and some TFIIH subunits (CDK7, CYCH, MAT1, XPB, XPD, p52, and p62) were evaluated. The p-STAT3 is used as control of transformation in the line. Densitometric analyses were performed using actin as loading control; the relative quantification is indicated under each blot and the data showed as a representative example from three biological replicates.

**

**

**Figure S3.** XPB-p52-p8 submodule of TFIIH and TPL interactions. (*a*) Depiction of the XPB-p52-p8 submodule tridimensional structure, the XPB component is colored by its domains: NTD (blue), DRD (green), HD1 (yellow) and HD2 (red). TPL chemical structure at the bottom shows the carbon numbering of the five potential attack sites by C342. Panel on the right shows the amino acid residues that constitute the TBS1 (upper) and TBS2 (bottom) at the HD1-HD2 interface of XPB. (*b*) Best-ranked binding poses of TPL covalently bound to C342 residue at the two possible binding sites: TBS1 (uppper) and TBS2 (bottom). (*c*) The backbone root-mean-square deviations (RMSD) of apo (black) and the TBS1 (light purple) and TBS2 (dark purple) TPL-bound structures of XPB subunit. (*d*) Number of contacts formed between the HD1 and HD2 domains of XPB in the apo and the two bound states during the simulation. (*e*) Depiction of TPL shift from TBS1 to TBS2 through 100 ns MD simulation. (*f*) Occupied fraction of HD1 and HD2 residues located within 3.5 Å of TPL during the last 80 ns of the simulated time. (*g*) Occupied fraction of HD1 residues located within 3.5 Å of HD2 and HD2 residues located within 3.5 Å of HD1.

| **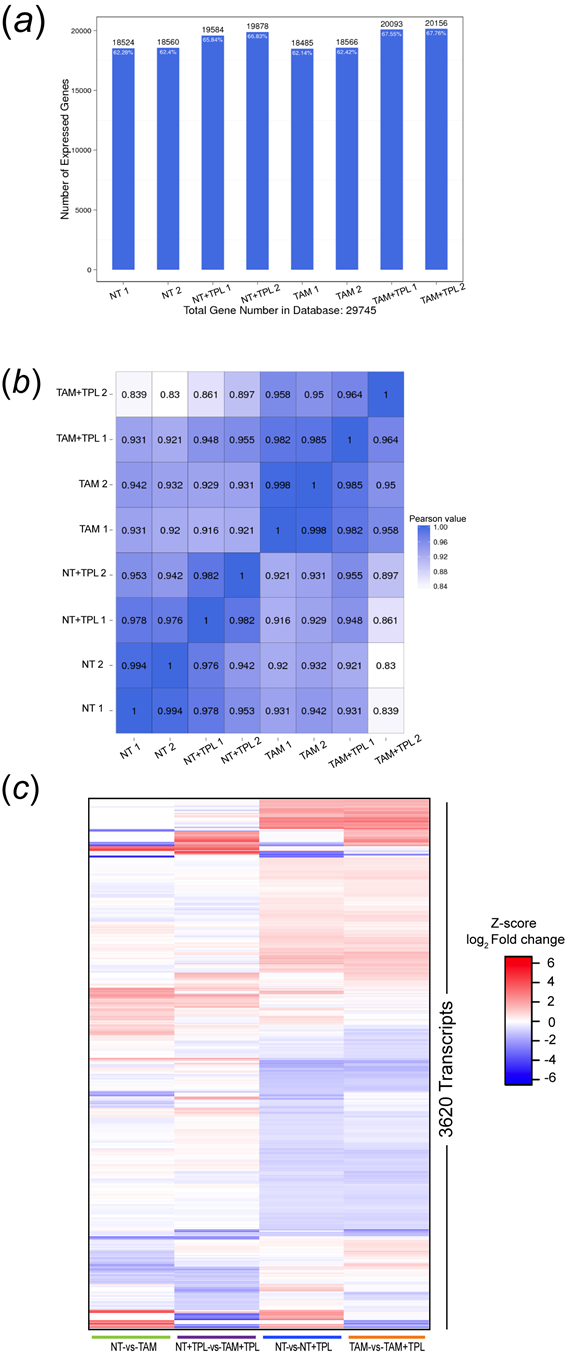** | **Figure S4.** Global correlation between the expressed genes obtained in the transcriptional analysis. (*a*) Number of genes identified in the transcriptional analysis, in the x-axis is the sample name and in the y-axis are the identified expressed genes. The proportion at the top of each bar represents the number of expressed genes number divided by the total gene number reported in the database. (*b*) Pearson′s correlation coefficient values across each sample; the barcode colour gradient indicates the minimum value as white and the maximum as blue. If one sample is highly similar to another one, the correlation value between them is very close to 1. (*c*) Genes that were differentially expressed (3620 transcripts) in all pairwise of cluster plans. |
| --- | --- |

**
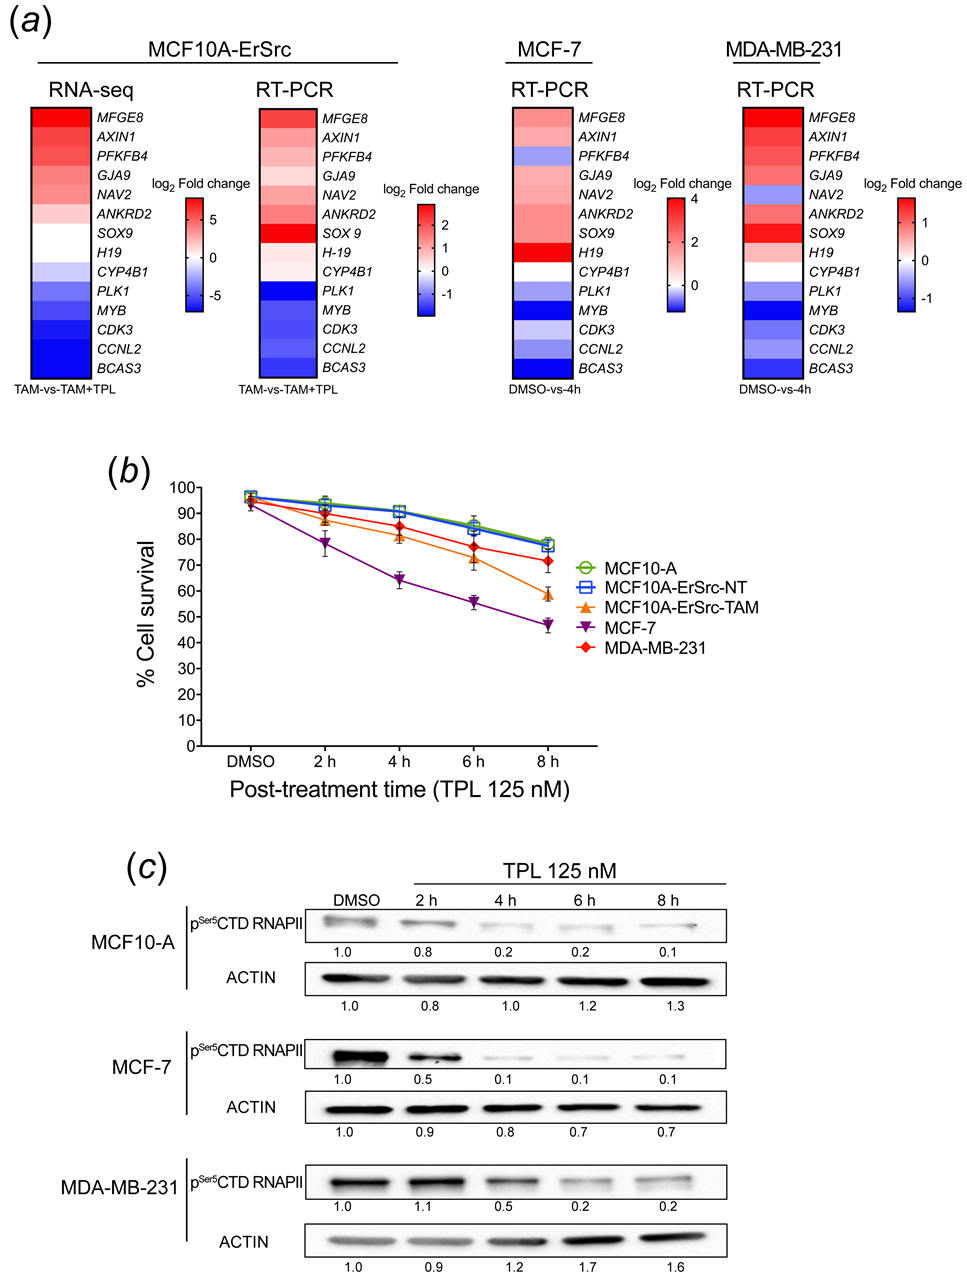
**

**Figure S5.** Transcriptional data of selected genes to corroborate the TPL effect on transformed cells. (*a*) The left panel shows the expression levels from data obtained by the RNA-Seq. The central panel shows the expression levels of the same genes verified by RT-PCR and right panel shows the expression levels of the same genes analysed in other cell lines (*b*) Cell viability of MCF10-A (green), MCF10A-ERSrc-NT (blue), MCF10A-ERSrc-TAM (orange), MCF-7 (Purple) and MDA-MB-231 (red) cell lines are treated with TPL at 125 nM for 2, 4, 6 and 8 h. The control cells were treated with growth medium or DMSO for 8 h. (*c*) p^Ser5^CTD RNAPII levels in the MCF10-A, MCF-7, and MDA-MD-231 cell lines, after being incubated with TPL. Control cells were incubated with DMSO for 8 h. Densitometric analyses were performed using actin as loading control; the relative quantification is indicated under each blot and the data showed as a representative example from three biological replicates.

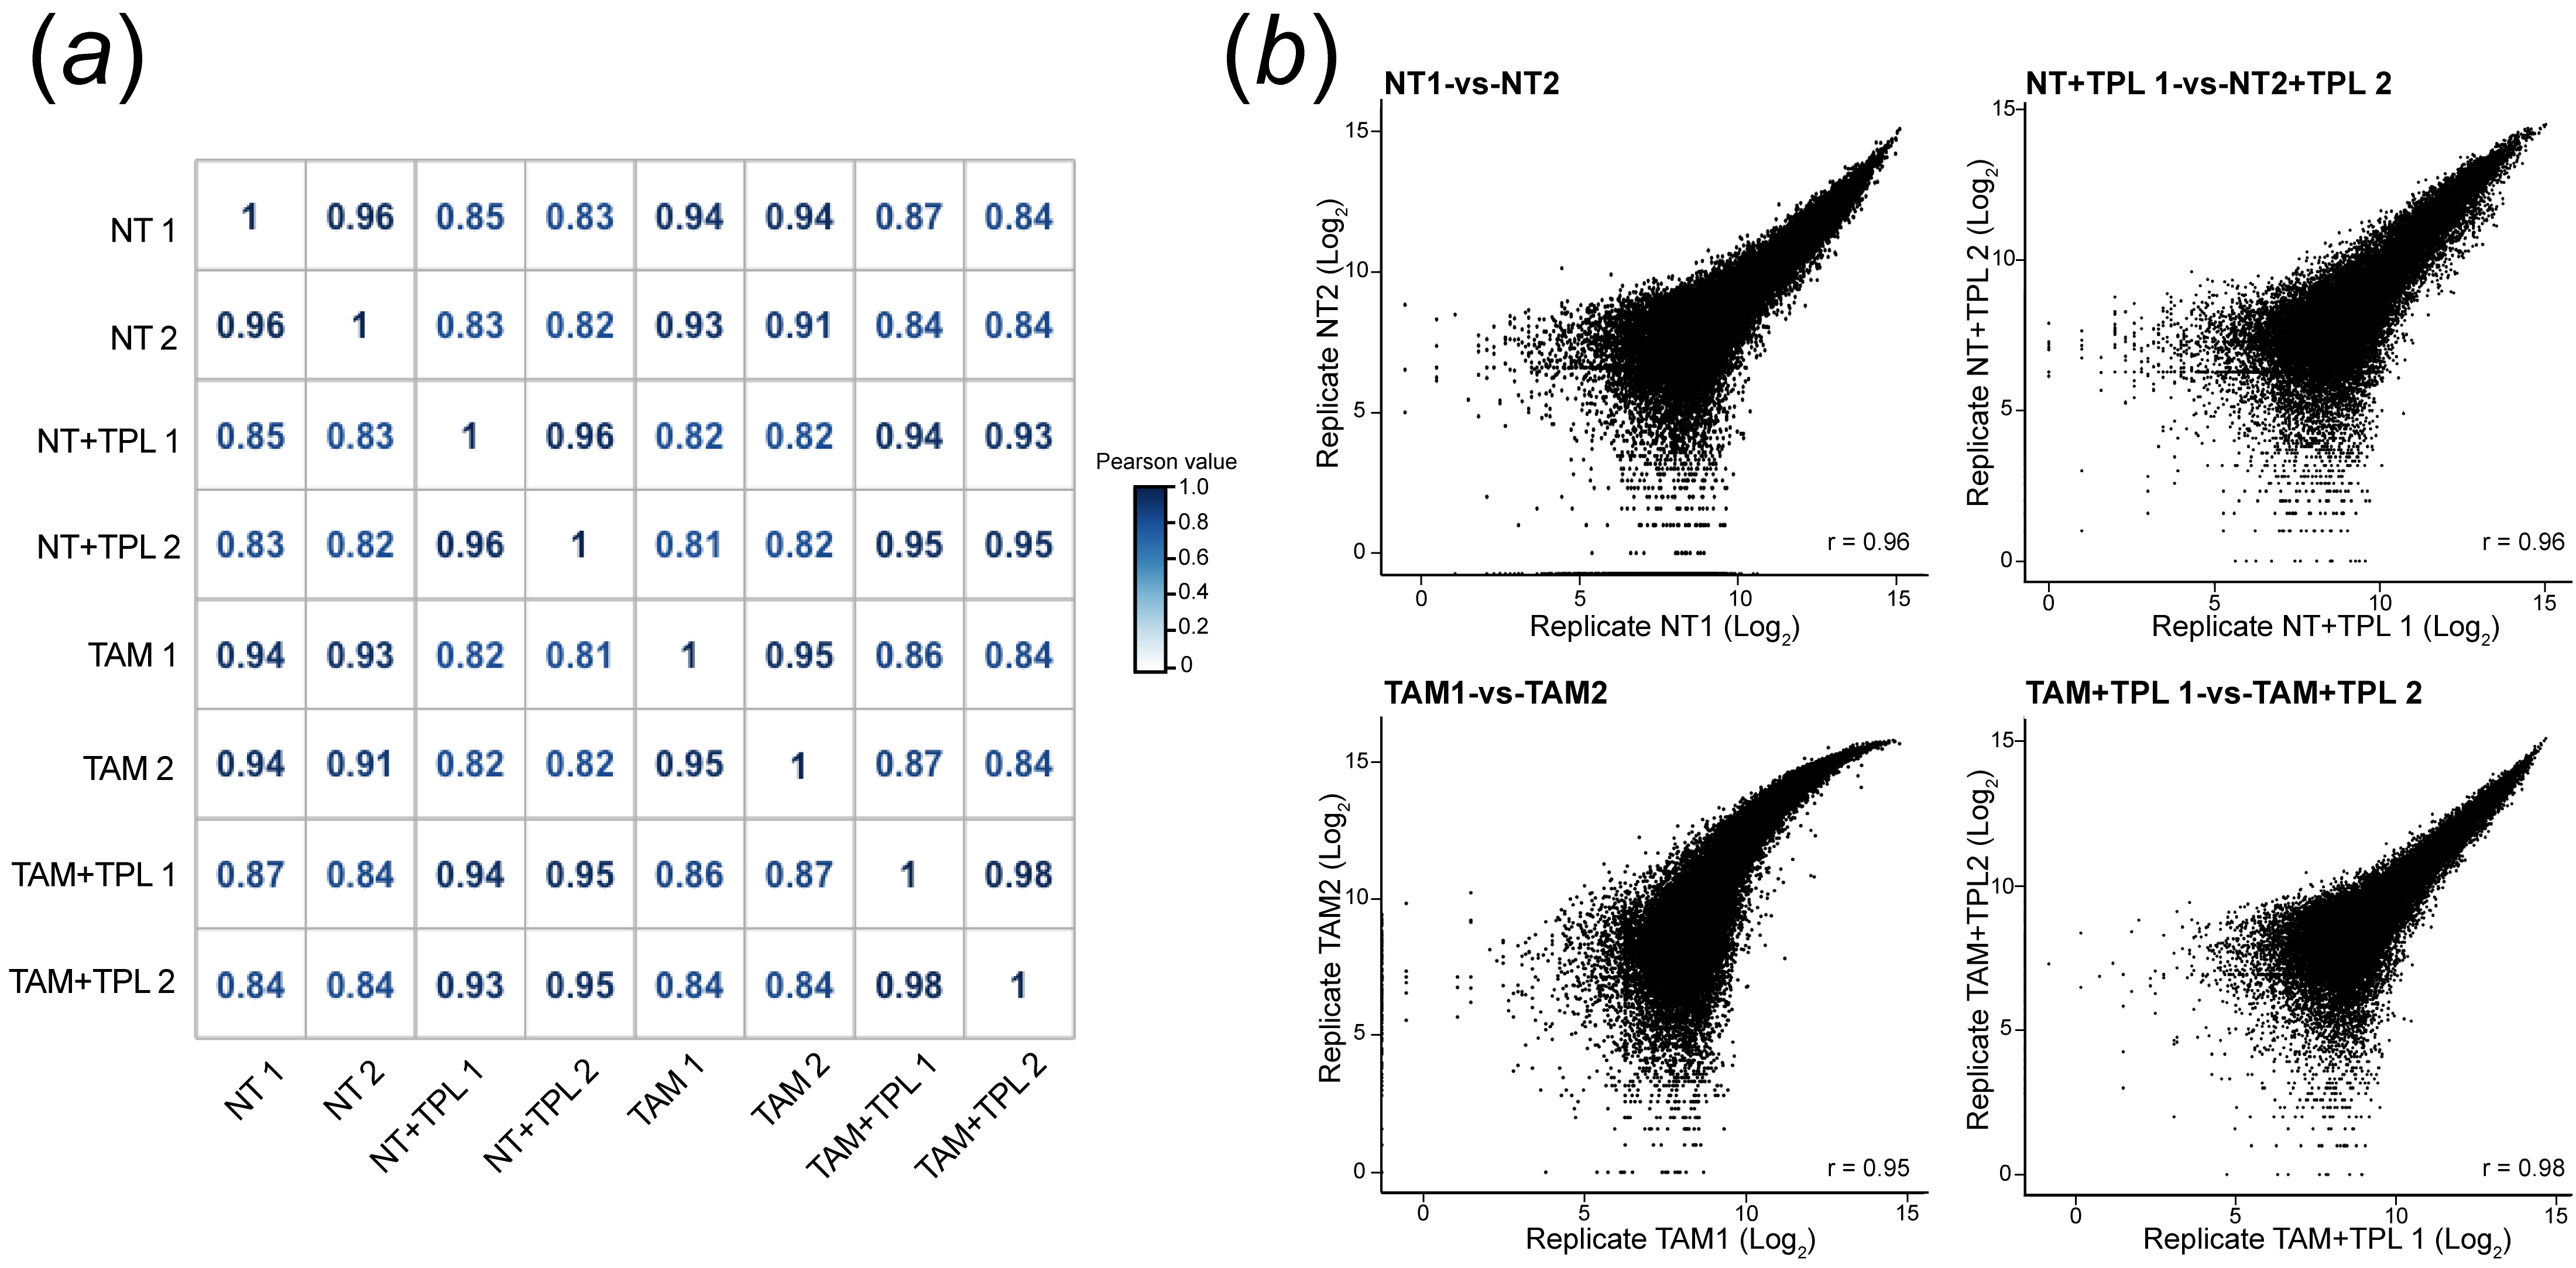

**Figure S6**. Pearson´s correlation between ChIP-Seq replicas. (*a*) Pearson´s correlation coefficient values across each sample. Tamoxifen-treated (TAM) and Non-Treated (NT) cells were incubated with TPL 125 nM for 4 h; the correlation value between them is close to 1. (*b*) Correlation graphs between the ChIP-Seq samples of two biological replicates were compared by calculating signal at all the promoters and the bodies of the genes.

| 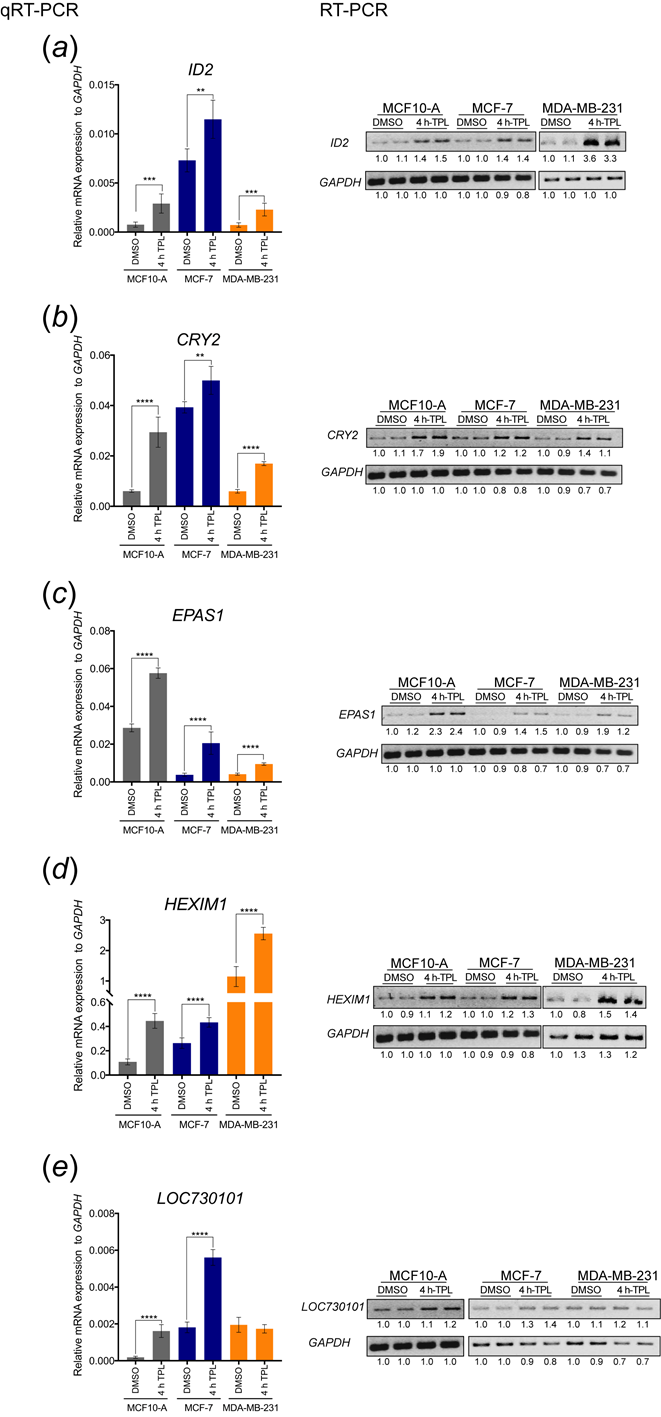 | **Figure S7.** Analysis of genes overexpressed in response to TPL in other breast cancer cell lines. Quantitative RT-PCR and RT-PCR (left and right respectively) analysis of the (*a*) *ID2*, (*b*) *CRY2*, (*c*) *EPAS1*, (*d*) *HEXIM1* and (*e*) *LOC730101* genes in the MCF10A, MCF7 and MDA-MB-231 cell lines. Densitometric analyses were performed using *GAPDH* as a loading control and the relative quantification is indicated under each blot. Graphs show mean values ± SD (Standard Deviation). Significant differences were analyzed by *t*-test. Statistical significance is indicated (*****P*<0.0001 or ****P*<0.001). Right and left panel represent at less two and three independent biological samples, respectively. |
| --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

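The samples are cultures of the human breast epithelial line MCF10A-ErSrc, untransformed (NT) or transformed with 2 µM tamoxifen (TAM), incubated with DMSO or 125 nM TPL for 4 h. Of 18 samples, 8 are RNA-Seq libraries (2 per group), 8 are RNAPII ChIP-Seq samples and 2 are inputs. The expected counts were made by the authors, who enriched poly-A RNA, filtered the reads, aligned them to reference transcripts with Bowtie2 and estimated reads per gene with RSEM, as deposited without normalization. The FPKM values were made by the authors with RSEM from the same alignments, as deposited per kilobase of effective transcript length and scaled to the mapped reads of the library. The RNAPII peak lists were made by the authors, who aligned the ChIP reads to hg19 with SOAP2, called peaks over input with MACS2 and kept peaks that contain a TSS. Each list gives starts and ends and no score, height or read count. The files count positions from 0, and positions in the text count from 1.

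Genes without a read are left out of the RNA-Seq files and were taken as 0. Of 23604 genes listed in at least 1 library, 21077 were matched to a symbol by gene ID and 2384 by RefSeq accession, and 143 were not matched. The expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, its filter on low counts by group, quasi-likelihood test, Benjamini-Hochberg adjustment) in a single fit of 4 groups over 16948 genes. TMM factors lay between 0.975 and 1.03. The common dispersion was 0.099 and the median prior degrees of freedom were 2.98. The contrasts were TPL against DMSO in NT and in TAM cells, TAM against NT cells with DMSO and with TPL, and the difference between the TPL effects (interaction). A call needs an adjusted p of at most 0.001 and a log2 fold change of at least 1.2 in size. Values with a library left out carry no test, because a group then holds a single library. For a group whose libraries all have 3 counts or fewer, the fold is a lower bound computed against 3 counts, and no fold is given where both groups are that low.

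The genes named in the text are those the paper names, those of figure S5a, and, for each TPL comparison and the interaction, up to 3 calls with the largest rise and 3 with the largest fall in fitted log2 fold change. These calls needed a mean of at least 1 FPKM over all libraries and treated libraries that all lie on one side of the controls. Of 48 named genes tested, 17 were called with TPL in NT cells and 13 in TAM cells. The interaction had 0 calls among them. Gene lists were the factors of figure 3g, the genes of figures S5a and 6c, the genes of Table S3, TFIIH subunits, RNAPII subunits, ribosomal protein mRNAs and mitochondrial mRNAs. List medians were compared with 10000 random lists matched on expression in 10 bins. For the factors, 10000 simulations of unchanged groups gave the share of opposite changes that shared TAM libraries bring about. Summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.

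TSSs came from GENCODE release 44 placed on build 37, and gene names from a RefSeq table on build 38 that was used for names only. A TSS counted as occupied when it lay within a listed peak, and the main TSS of a named gene is that of its Ensembl canonical transcript. On simulated lists, 1000 of 1000 TSSs were assigned as built.

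The alternatives set before the data were examined were DESeq2 1.42.0, DESeq2's size factors in edgeR, scaling by library size only, upper quartile normalization and GAPDH as the reference. Others were no filter on low counts (23529 genes), at least 10 counts in every library (12502 genes), an adjusted p of 0.05, a log2 fold change of 1, a replicate block and a fit over the 2 groups compared. The last were limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), the rule of Table S1, and leaving out each library. The thresholds and the rule for named genes were also set before the data were examined.

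The RNA-Seq depth was between 7461309 and 8349448 counts per library. The standard errors and adjusted p values come from the spread across genes of 2 replicates per group. The confidence intervals of shares cover counting error only. In the simulated test, changed genes were recovered at the rates given with the RNA-Seq data, and the rule of Table S1 called 878 genes for NT and 927 for TAM cells, of which 689 and 747 were unchanged. The simulation changed 200 genes and gave every gene the common dispersion, also those near 0 FPKM. The share of unchanged genes follows from these settings and cannot be applied to the calls of that rule in the real libraries. The depth behind the peak lists is not given in them. The ChIP-Seq signal and the ChIP replicates were not used here, nor were any data on THZ1, KYSE-510 or MCF-7 cells. The sheet of RNA-Seq ratios in Table S1 was held in part, with 1999 of 3620 genes, so no test of overlap with it was made.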

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

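The test of the share separated by chance was set before its result was seen, and the tests of regrouped libraries, scaling, length, depth and position were chosen only after the result was seen.

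For 5 genes named in the paper or in figure S5a, both TPL libraries of one cell state lay above its DMSO libraries and both of the other state lay below. Between TAM and NT cells the TPL effects differed by 2.95 for SOX9 (adjusted p = 0.223 and, over the alternatives, 0.000435 to 0.377), 3.72 for IGFBP3 (adjusted p = 0.139 and 2.4e-05 to 0.253) and 1.31 for NAV2 (adjusted p = 0.257 and 0.0181 to 0.387). It was -2.55 for FAM111B (adjusted p = 0.0523 and 2.81e-07 to 0.155) and -2.09 for PLK1 (adjusted p = 0.0523 and 1.34e-07 to 0.152). None passed the threshold in edgeR. With 2 libraries against 2 in each state, chance separates 5.56% of genes without a TPL effect in opposite directions, and 513 of the 16948 tested genes (3.03%) were so separated, against 53.5% in the same direction. With most genes separated alike by TPL, a share under 5.56% decides nothing. In 8 regroupings, where each pair held an NT and a TAM library, 98 to 214 genes were separated in opposite directions, fewer than the 513. Pairs that mix cell states also separate less often, and 8 regroupings are too few for a test, so chance cannot be told apart from a difference between the states for these genes. This difference also followed transcript length across genes, a trend that libraries of a single group showed with a Spearman's rho of up to 0.31, so a length bias between libraries may add to it. A difference between NT and TAM cells in the response to TPL, which the design allows, stays open for these genes.

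GTF2H4, the mRNA of the TFIIH subunit p52, was lower with TPL in NT cells by a log2 fold change of -1.80 (SE 0.204, adjusted p = 0.00111) and in TAM cells of -1.42 (SE 0.202, adjusted p = 0.0029). The paper reports on its protein and not on its mRNA. Its mean FPKM went from 15.2 to 4.38 in NT and from 12.0 to 4.64 in TAM cells, with both TPL libraries below both DMSO libraries in each state. Neither adjusted p passed 0.001. A shift from scaling is argued against, since the smallest fall over scaling by library size and by GAPDH in both states was -1.37. Transcript length as the cause is argued against too, since the 500 genes closest in length had medians of 0.09 in NT and -0.13 in TAM cells. An effect of TPL on this mRNA stays open as a hypothesis, found and tested on the same libraries. Other technical explanations, such as reads shared with other transcripts, were not tested.

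In data the paper does not discuss, 320 genes were listed in all 4 TPL libraries and in none of the 4 DMSO libraries, and 31 the other way round. Depth as the cause is argued against, since TPL libraries held a mean of 7698606 counts against 8217717 in DMSO libraries, and each still listed at least 19584 genes, against at most 18566. Of genes with a low level lying within 20 kb downstream of an expressed gene, 7.46% were newly listed, against 4.86% of those within 20 kb upstream of one (Fisher's exact p = 0.158) and 2.55% of those with no expressed gene within 100 kb (p = 8.29e-07). The comparison with the upstream genes did not separate transcription running past the end of expressed genes from nearness to an expressed gene on either side. The part of such transcription in the pattern stays open. As the whole cause it is argued against, since 51 genes with no expressed gene within 100 kb were newly listed and 4 were no longer listed. An effect of TPL on these genes stays open.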

How the results depend on the processing

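Under the 14 alternatives to the fit, values of single named genes stayed on their side of the threshold and in their direction 1651 times, passed it 118 times, fell below it 65 times and reversed 33 times. Values with a library left out have no test: of 776, 733 moved by no more than the spread between replicates and 43 moved by more. Of the same 776, 31 had the other sign. Of the values that summarise a comparison, 177 stayed and 111 moved. No alternative was added after the data were seen. The cause of a change was not tested unless one is named.

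With DESeq2 in place of edgeR, TPL raised 956 and lowered 1598 genes in NT cells and raised 885 and lowered 1393 in TAM cells. All 666 calls of edgeR in NT cells and 487 of 488 in TAM cells were among them. TAM against NT cells gave 390 higher and 355 lower, TAM + TPL against NT + TPL 303 and 368, and the interaction 81 and 63. NT and TAM cells shared 555 rises and 999 falls, 1 gene was called in opposite directions and 1724 in a single state. Of single genes, 32 results passed the threshold.

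At an adjusted p of 0.05, which admits more genes by construction, the counts were 1658 and 1918 for TPL in NT, 1534 and 1717 in TAM cells, 428 and 398 for TAM against NT, and 317 and 410 for TAM + TPL against NT + TPL. The interaction had 15 and 13. Shared rises were 1004, shared falls 1216, opposite calls 7 and calls in a single state 2387.

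With at least 10 counts in every library, the counts were 437 and 998 for TPL in NT, 378 and 871 in TAM cells, 153 and 170 for TAM against NT, 111 and 161 for TAM + TPL against NT + TPL, and 2 and 1 for the interaction. Shared rises were 237 and shared falls 628, and 954 genes were called in a single state. With no filter on low counts, falls numbered 521 with TPL in TAM cells, 80 for TAM against NT and 79 for TAM + TPL against NT + TPL, and 380 were shared.

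By the rule of Table S1, which has no test, the counts were 3109 and 2266 for TPL in NT, 3510 and 2026 in TAM cells, 1194 and 1239 for TAM against NT, and 1214 and 1129 for TAM + TPL against NT + TPL. Shared rises were 1819 and shared falls 1207, with 88 genes in opposite directions and 4859 in a single state. Of the edgeR calls, 663 of 666 in NT and 482 of 488 in TAM cells were among them.

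Scaled to equal GAPDH, TPL raised 99 genes in NT cells, and raised 77 and lowered 207 in TAM cells. TAM against NT gave 36 higher and 73 lower, so that rises were 33% of calls against 57.7% under TMM, and 52 rises were shared. With upper quartile normalization, falls were 305 in NT and 210 in TAM cells and 156 were shared. With limma on log2(FPKM + 1), TPL raised 237 genes in TAM cells, falls were 81 for TAM against NT and 79 for TAM + TPL against NT + TPL, and 167 rises were shared.

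In a fit over the 2 groups compared, which leaves 2 replicates each to estimate the spread, TPL in NT cells had 0 rises and 0 falls (3336 and 3532 at an unadjusted p under 0.05), and TAM + TPL against NT + TPL also 0 and 0 (1232 and 1556). TPL in TAM cells had 76 and 201 and TAM against NT 38 and 22. Shared calls were 0 in each direction and 277 genes were called in a single state. Of single genes, 24 results fell below the threshold.

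With the replicate number as a block, TPL in NT cells had 0 and 0 calls (3700 and 3955 at an unadjusted p under 0.05) and in TAM cells 0 and 0 (3308 and 3933), so shared calls and calls in a single state were 0. TAM against NT had 28 and 9, and TAM + TPL against NT + TPL 21 and 9. The numbers do not pair the libraries: deviations of replicates correlated between groups at -0.14 to 0.05. The block uses degrees of freedom, and its counts do not speak to the size of the effects. BCAS3 in NT cells went to 0.32 with the block.

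With a log2 fold change of 1 in place of 1.2, DESeq2's size factors, library size only or limma on log2(FPKM + 0.1), every count of calls stayed within 1.5 times its value under edgeR with TMM.

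Single genes that reversed were near 0, or had few counts, or changed with the reference. CYP4B1, counted in a single replicate of NT and NT + TPL, went from -0.02 with TPL in NT cells to 0.01 with DESeq2, its size factors, limma with either pseudocount and the rule of Table S1, to 0.03 by library size and 0.17 by upper quartile. Its interaction went to -0.01 with DESeq2's size factors and limma with either pseudocount, -0.03 by library size and -0.17 by upper quartile. GFRA1 in TAM cells went to 0.01 by library size and with log2(FPKM + 1), 0.15 with log2(FPKM + 0.1), 0.20 by upper quartile and 0.77 by the rule of Table S1. BCAS3 in NT cells went to 0.12 and RELL1 in TAM cells to 0.04 by upper quartile. Scaled to equal GAPDH, AXIN1 went to -0.28 and RELL1 to -0.07 in NT cells, and the interaction went to 0.01 for EPAS1, FOS, LOC730101 and VEGFA and to 0.03 for PHACTR4. With log2(FPKM + 1) the interaction was -0.40 for ANKRD2, 0.01 for the ARID4B entry, 0.11 for CCDC62, -0.05 for EGR4 and 0.74 for LOC730101, which had 0.54 with log2(FPKM + 0.1).

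The correlations on log2(FPKM + 1) were 0.975, 0.96 and 0.978 between replicates of NT, NT + TPL and TAM cells, 0.906 and 0.917 between TPL and DMSO in NT and TAM cells, and 0.951 between NT and TAM cells. Of the factors of figure 3g, 80.0% were opposite when restricted to an adjusted p of 0.05, a set selected on the shared TAM libraries.

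With TSSs within 1 kb counted as shared, 674 were new in NT + TPL, 1084 in TAM + TPL and 698 in TAM against NT cells. Per gene symbol, which counts fewer items by construction, they were 381, 748 and 365. RNA medians by TSS list moved by library size to -0.10, -0.39 and 0.07 in TAM cells (both lists, TAM list only, TAM + TPL list only). For genes of at least 1 FPKM they moved to 0.36 in NT cells for the NT + TPL list only and to -0.45 in TAM cells for the TAM list only.

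By size alone, TAM + TPL against NT + TPL had 1057 genes higher by at least 1.2 with all libraries, and from 1073 to 1753 across the 4 fits that each left out a library. The 1753 came without NT + TPL replicate 1.

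Mitochondrial mRNAs as a reference were not run, since none are listed, nor the upper part of the peaks by score, since the lists give no score. The interaction has no value in the fit over 2 groups and no test under the rule of Table S1, and a gene removed by a filter has none under it. With 2 replicates per group and 7461309 to 8349448 counts, genes with few counts have wide errors, such as an SE of 1.06 for GFRA1 in NT cells.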

Differences from the paper's values

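No tests were chosen for this part, and the settings named in it were set before the data were examined.

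The paper gives 6.84% of genes lower and 6.59% higher in TAM than in NT cells, against 0.277 and 0.378% here. By the rule of Table S1 the shares were 5.83 and 5.61% of the genes with signal in the libraries compared, within 1.5 times of the paper's. No other alternative came as close. As shares of the number of genes printed in Fig. 3d, that rule gave 6.84 and 6.59%, the paper's values. The paper gives 11% of genes raised by TPL in NT and in TAM cells, against 1.22 and 0.844% here. An adjusted p of 0.05 gave 9.78 and 9.05%, and the other alternatives with a test did not close the gap. The rule of Table S1 gave 14.0 and 15.6% of the genes with signal. As shares of the numbers of genes printed in Fig. 3d it gave 18.1 and 19.9%, more than 1.5 times the paper's. The paper gives 19% lowered by TPL, against 2.71% in NT and 2.04% in TAM cells. None of the alternatives closed this gap as a share of the genes compared. As shares of the numbers printed in Fig. 3d, the rule of Table S1 gave 13.2% in NT and 11.5% in TAM cells. Of these, the value for NT lies within 1.5 times of the paper's.

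The paper gives 2135 genes lowered in both cell states against 244 here, and none of the alternatives closed the gap. It gives 1681 raised in both against 105, where the rule of Table S1 gave 1819 and no other alternative came as close. It gives 62 raised in NT cells only against 101, where DESeq2's size factors gave 92, GAPDH as the reference 47 and library size only 90, and the rest did not close the gap. It gives 213 genes called in a single state against 456, where no alternative closed the gap except the fit over the 2 groups compared. Its 277 is no match, since that fit had 0 calls in NT cells and all of its calls were thus of a single state.

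Read by eye, the paper shows about 13% raised in Fig. 3d for NT and about 12% in Fig. 3d for TAM cells, against 1.22 and 0.844%. As shares of the genes compared, only an adjusted p of 0.05 and the rule of Table S1 closed this gap. It shows about 18% lowered in Fig. 3d for NT and about 20% in Fig. 3d for TAM cells, against 2.71 and 2.04%. As shares of the genes compared, none of the alternatives closed it. As shares of the numbers of genes printed in Fig. 3d, the rule of Table S1 gave 18.1% raised and 13.2% lowered in NT cells, and 19.9% raised and 11.5% lowered in TAM cells. With raised and lowered exchanged, these lie close to the percentages read by eye from Fig. 3d. For TAM against NT cells the same computation gave 6.59% higher and 6.84% lower, in the direction the paper gives. In the part of Table S1 that was held, all 7996 sets of ratios had the values and directions computed from FPKM. With the same exchange of direction, the paper's 2135 lowered and 1681 raised in both states stand against 1819 raised and 1207 lowered by that rule. Fig. 3e shows about 80 genes lowered in NT cells only, against 216, closed by none of the alternatives. It shows about 65 lowered in TAM cells only in Fig. 3e, against 101, where library size only gave 72 and upper quartile normalization 54.

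In the sheet of Table S1 on genes of a single state, 6 of 213 genes have TAM ratios that are the exact negatives of their NT ratios, and for 0 of the 6 do the TAM ratios equal those computed from FPKM. The mean log2 ratio of TAM + TPL against TAM is the paper's -1.29 against -0.20 for WDR53, the paper's 1.92 against -0.02 for ADGRF4, the paper's -1.44 against -0.92 for ARID5B and the paper's -1.74 against -0.91 for LYPD3. The means of the other genes are the paper's -6.22 against -2.93 for CXXC5 and the paper's 1.62 against 1.64 for SOX9. The NT ratios equal those computed from FPKM for 5 of the 6 genes, and for CXXC5 they have the opposite sign, with a mean of the paper's 6.22 against -6.22. The alternatives do not apply to these ratios.

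The paper names SOX9, RETL1 and IGFBP3 as lowered by TPL in NT and raised in TAM cells, and FAM111B and F2R as the reverse. RETL1, taken as GFRA1, changed by 1.47 in NT and -0.04 in TAM cells, and by 0.77 in TAM cells under the rule of Table S1. F2R was listed at 0 in both TAM libraries and at 0 and 2.19 FPKM with TPL, so no fall was measured. In NT cells F2R was at least 103-fold higher, a call at an adjusted p of 0.05 and by the rule of Table S1. SOX9, IGFBP3 and FAM111B changed in the stated directions without passing the threshold. SOX9 in NT cells was a call at an adjusted p of 0.05 and by the rule of Table S1, and its difference between the states with DESeq2 (adjusted p = 0.000435, range over the alternatives 0.000435 to 0.377). IGFBP3 was a call at an adjusted p of 0.05 and by the rule of Table S1, in TAM cells also with DESeq2, and its difference with DESeq2 (adjusted p = 2.4e-05, range 2.4e-05 to 0.253). FAM111B in TAM cells was a call with DESeq2, with at least 10 counts in every library, at an adjusted p of 0.05 and by the rule of Table S1, and its difference with DESeq2 (adjusted p = 2.81e-07, range 2.81e-07 to 0.155). PLK1 in TAM cells, from figure S5a, was a call under the same 4 settings.

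The paper names POLR2A as raised, and its changes of 2.39 and 2.50 were calls with DESeq2, with at least 10 counts in every library, at an adjusted p of 0.05 and by the rule of Table S1. The paper names EGR4 among the raised genes, which passed the threshold under none of the alternatives (0.74 and 0.76). For VEGFA, which the paper gives as repressed by TPL, the falls of -0.51 and -0.75 are smaller than the threshold. The paper describes more RNAPII at promoters of TAM than of NT cells, and the TAM list held fewer peaks (11056 against 11222) and TSS positions (48064 against 57215). The TAM peak names carry another threshold, and numbers of peaks do not measure signal, so these counts do not test the paper's statement. The paper places the main RNAPII peak further toward the 5′ side with TPL, and the median midpoint over all peaks went from 45.5 to 31.0 bp downstream of the TSS in NT and from 33.0 to 21.5 bp in TAM cells, which is toward the 5′ side. At TSSs with a peak in both lists, the midpoints moved by -2.5 bp in NT and 4.5 bp in TAM cells.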

Other observations

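The test of transcript entries was set before its result was seen, and the other tests in this part were chosen only after the result was seen.

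By the rule of Table S1 there were 1.37 rises per fall with TPL in NT and 1.73 in TAM cells. Among genes with a mean of at least 1 FPKM the ratios were 0.728 and 0.854. The excess of rises under that rule may therefore come from genes near 0 FPKM. Of the rises in NT cells, 48.6% were listed at 0 in a library, against 22.5% of the falls. An effect of TPL on genes with little expression stays open.

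Ribosomal protein mRNAs, 78 genes, had a median log2 fold change with TPL of 0.86 in NT and 0.45 in TAM cells, with 77 and 75 of them higher, and 0.52 and 0.33 with GAPDH as the reference. In NT cells the median was 0.51 in replicate 1 and 1.17 in replicate 2. Shortness of the transcripts alone is argued against as the cause for the 73 with a mean of at least 50 FPKM. Their medians, 0.86 in NT and 0.44 in TAM cells, lay at percentile 100 of equally short genes matched on expression. The random medians ranged from 0.14 to 0.47 in NT and from -0.15 to 0.14 in TAM cells. Stable mRNAs that gain share where total mRNA falls cannot be told apart from a rise, because 0 mitochondrial mRNAs are listed that could serve as a reference.

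Across genes, the difference between the TPL effects in TAM and NT cells correlated with transcript length (Spearman's rho 0.21). Replicates of the same group differed along length as well, with a rho of 0.31 in NT, -0.24 in NT + TPL, -0.16 in TAM and 0.034 in TAM + TPL cells. A length bias between libraries is a candidate explanation, and no biological explanation was tested.

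Of 17 calls with TPL on entries listed by a single transcript, the gene summed over its entries changed by less than the threshold for 8. Reads moved between the entries of one gene may account for these 8 and not for the others. In NT cells it was 6 of 10 and in TAM cells 2 of 7. No biological explanation was tested.

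Peaks of the TAM list had a median width of 406 bp, against 632 in NT, 553 in NT + TPL and 456 in TAM + TPL cells. The threshold carried in the TAM peak names differs from that in the other lists, so an effect of transformation cannot be told apart from that of the threshold. The midpoint at TSSs shared by NT and TAM cells moved by -16.0 bp, with 60.1% of 6502 upstream. TAM cells had 1560 TSS positions that NT cells lacked (3.25%), and 81.3% of the NT positions were in the TAM list.

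The 10 TFIIH subunits had a median log2 fold change with TPL of -0.64 in NT and -0.54 in TAM cells (percentiles 9.19 and 13.7 of random lists), with 0 calls over all genes, 1 and 0 adjusted over the list alone and 7 and 7 at an unadjusted p under 0.05. ERCC3, the mRNA of XPB, changed by -0.71 and -0.53, and GTF2H5, the mRNA of p8, by 1.0 and 0.43. The paper reports the proteins of CDK7, CCNH and MNAT1 as not affected. Their mRNAs changed by -0.72, -0.84 and -1.13 in NT and by -0.7, -0.92 and -0.55 in TAM cells. The mRNA changes thus do not follow the protein changes that the paper reports. The 12 RNAPII subunits had 0.14 and -0.02 (percentiles 65.3 and 62.4), with 0 calls over all genes or adjusted over the list alone and 4 and 4 at an unadjusted p under 0.05. With GAPDH as the reference the RNAPII median was -0.21 and -0.14, and so changed sign in NT cells. The genes of figure 6c, 89 of 91 tested, had medians of 1.94 and 1.86 (1.93 and 1.79 with genes near 0 at their bound), 25 and 17 calls up, and 43 and 34 adjusted over the list alone. The study picked them from these libraries, so they are not independent evidence.

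TAM + TPL against NT + TPL had 61 genes called higher and 40 lower. CLU changed with TPL by 1.79 in NT (SE 0.234, adjusted p = 0.0019) and 3.43 in TAM cells (SE 0.262, adjusted p = 0.0004). RELL1 and RELT, whose symbols are close to RETL1, changed by 0.27 and 0.94 in NT and by -0.20 and 1.33 in TAM cells. Chosen after its values were seen, KRT6B had the smallest adjusted p of the interaction, with a difference of 3.80 (SE 0.185, adjusted p = 0.0029) from a change of -4.56 in NT and -0.76 in TAM cells.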
